# Fsh Controls Gene Expression in Fish both Independently of and through Steroid Mediation

**DOI:** 10.1371/journal.pone.0076684

**Published:** 2013-10-23

**Authors:** Elisabeth Sambroni, Jean-Jacques Lareyre, Florence Le Gac

## Abstract

The mechanisms and the mediators relaying Fsh action on testicular functions are poorly understood. Unlike in mammals, in fish both gonadotropins (Fsh and Lh) are able to efficiently stimulate steroidogenesis, likely through a direct interaction with their cognate receptors present on the Leydig cells. In this context, it is crucial to understand if Fsh effects are mediated through the production of steroids. To address this issue we performed transcriptome studies after *in vitro* incubations of rainbow trout testis explants in the presence of Fsh alone or in combination with trilostane, an inhibitor of Δ4- steroidogenesis.

Trilostane significantly reduced or suppressed the response of many genes to Fsh (like *wisp1*, testis *gapdhs*, *cldn11*, *inha*, *vt1* or *dmrt1*) showing that, in fish, important aspects of Fsh action follow indirect pathways and require the production of Δ4-steroids. What is more, most of the genes regulated by Fsh through steroid mediation were similarly regulated by Lh (and/or androgens). In contrast, the response to Fsh of other genes was not suppressed in the presence of trilostane. These latter included genes encoding for anti-mullerian hormone, midkine a (pleiotrophin related), angiopoietine-related protein, cyclins E1 and G1, hepatocyte growth factor activator, insulin-like growth factor 1b/3. A majority of those genes were preferentially regulated by Fsh, when compared to Lh, suggesting that specific regulatory effects of Fsh did not depend on steroid production. Finally, antagonistic effects between Fsh and steroids were found, in particular for genes encoding key factors of steroidogenesis (*star*, *hsd3b1*, *cyp11b2-2*) or for genes of the Igf system (*igf1b/3*). Our study provides the first clear evidence that, in fish, Fsh exerts Δ4-steroid-independent regulatory functions on many genes which are highly relevant for the onset of spermatogenesis.

## Introduction

In vertebrates, reproductive function is under the control of multiple factors acting in a cascade of regulations known as the brain-pituitary-gonadal (BPG) axis.

The male gonad is separated into two compartments, each with specific functions: the tubular compartment where spermatogenesis takes place to produce spermatozoa and the interstitial compartment which produces most of the steroids. Spermatogenesis is under the dual control of gonadotropins and sexual steroids. In mammals, each of the two gonadotropins, FSH and LH, have well targeted actions on the testis due to the exclusive presence of FSH receptors in the seminiferous epithelium, mostly on Sertoli cells and of LH receptors in the interstitial tissue. Despite rare reports on FSH receptors being detected in the germ cell line [1], the general consensus is that germ cell development is supported indirectly by gonadotropins. FSH stimulates the Sertoli cells to produce extracellular matrix proteins, growth factors and cytokines which in turn regulate germ cell proliferation and differentiation. LH stimulates the production of androgens by the Leydig cells. Androgens are required for normal development of spermatogenesis as illustrated by the impaired spermatogenesis in mutant mice lacking the nuclear androgen receptor either specifically in Sertoli cells (SCARKO) or in all testicular cell types expressing the nuclear AR (ARKO) [2], [3].

This scheme is probably more complex since, at least in rodents, FSH action may involve or require the steroid pathway. In *hpg* mice that are devoid of gonadotropin production, FSH supplementation has been shown to induce Leydig cell function, probably indirectly through Sertoli cell stimulation [4], [5]. Moreover, the development of round spermatids induced by FSH requires androgen action since the FSH effect is suppressed in *hpg*.SCARKO or *hpg*.ARKO mice [6].

The situation seems quite different in teleost fish, since in these species it has been established that both gonadotropins efficiently up-regulate steroidogenesis in testis and ovary, although some gonadal maturation stages can be more sensitive to one or the other gonadotropin [7]–[9]. This stimulating effect of Fsh and Lh is achieved through the up-regulation of genes encoding key players of steroid synthesis [10]–[12]. This particular feature can be explained by the expression of Lh receptors and Fsh receptors in the same interstitial cell type - probably Leydig cells - a situation described in an increasing number of primitive or evolutionarily advanced teleostean fish species like eel [13], African catfish [14], zebrafish [12], honeycomb grouper [15] and Senegalese sole [16]. In rainbow trout, this scheme ought to explain the potency of Fsh to stimulate steroidogenesis since we showed that Fsh was not able to activate the Lh receptor efficiently [17].

Both Fsh and androgens are involved in the onset of spermatogenesis in fish. In Japanese eel, recombinant eel Fsh or 11-ketotestosterone (11KT) induced all steps of spermatogenesis from immature testicular explants cultured *in vitro* [18]. Moreover, the Fsh-induced spermatogenesis was inhibited by trilostane. The authors concluded that in this species the main role of Fsh in spermatogenesis would be to induce the production of 11KT, which in turn would regulate Sertoli cell function and, indirectly, germ cell proliferation/differentiation [13]. However in sea bass, Fsh but not Lh, was able to trigger spermatogenesis *in vivo* [19]. In salmonids, Fsh is the only circulating gonadotropin during the early stages of the reproductive cycle when A-spermatogonia actively proliferate and commit into differentiation [20]. Furthermore, Fsh induces the proliferation of spermatogonia in mixed cultures of trout somatic and germ cells [21]. In contrast, testosterone or 11KT had no effect on spermatogonia proliferation [21]. Thus, part of Fsh action is likely mediated by steroids but these latter may not fulfill all Fsh functions required to initiate spermatogenesis. In teleosts little is known about Fsh actions that would be independent of steroids. We recently demonstrated that *in vitro* Fsh treatment greatly modified the testicular transcriptome in trout and that this effect significantly differs from the effect of Lh [10]. The present work aimed at distinguishing the steroid independent actions of Fsh on testicular gene expression from those mediated by the steroids. Using a large scale transcriptomic analysis, we clearly demonstrate that Fsh acts both independently of and through the Δ4-steroid production. In addition, our data suggest that the specific regulatory effects of Fsh (in comparison to Lh), were mainly independent of steroid production. Finally, we find that Fsh and steroids may also have antagonistic regulatory effects, underlining the complex coordinated regulation of spermatogenesis by the different reproductive hormones.

## Materials and Methods

### Animals and *in vitro* organotypic culture

#### Ethics statement

Animals were bred and treated according to the guidelines for the use and care of laboratory animals and in compliance with French and European regulations on animal welfare. This project was approved by the local animal care and ethics committee of INRA under agreement n° B0009. The personnel were trained and qualified for animal experimentations.

#### Procedure

An all-male population of rainbow trout (*Oncorhynchus mykiss*) was obtained from the INRA experimental fish farm (PEIMA, Drennec, France) and kept in the laboratory facilities at 12°C under natural photoperiod until experimentation. Fish were deeply anesthetized in 1‰ 2-phenoxyethanol then killed by a blow to the head. Testes were removed, weighed and kept on ice in synthetic L15 media as modified by Loir [22] until preparation for culture. According to the macroscopic aspect of the testes and to the calculated gonadosomatic index (GSI), only fish with GSI≤0.15% were kept. Gonads were collected and cut into 1 mm^3^ pieces using an automatic tissue chopper. All explants were pooled and mixed and about 10 testis fragments were randomly distributed (60–80 mg per well) onto Nunc polycarbonate membrane inserts in 24-well plates filled with 300 µL of culture medium supplemented with 2% Ultroser SF. Six replicate wells were used for each treatment. Incubation was performed for 96 h, at 12°C. Medium and hormones were replaced after 48 h of incubation. At the end of the incubation, tissues and culture media were centrifuged for 10 min at 200*g*. Tissues were frozen at −80°C in 1.2 mL of TRIzol® until RNA extraction. Culture media were frozen at −20°C until steroid radioimmunoassay.

Experiment 1 was carried out to evaluate the transcriptomic action of Fsh in the presence of trilostane, an inhibitor of the 3 beta-hydroxysteroid dehydrogenase. The pool of testis explants was issued from 58 fish (GSI mean = 0.089±0.037%). Explants were incubated in the absence or the presence of purified pituitary salmonid Fsh (500 ng/mL) alone or in combination with 10 µg/mL trilostane (C_20_H_27_NO_3_, CHEMOS GmbH, Germany). A pre-incubation with trilostane was carried out for 1 hour before adding Fsh. These samples were used for the large scale transcriptomic analysis on trout cDNA nylon membrane arrays.

The same conditions were used in Experiment 2 to evaluate the action of Fsh and androgens on the transcription of a few candidate genes selected from Experiment 1. The pool of testis explants originated from 26 fish (GSI mean = 0.104±0.028%). Explants were incubated in the absence or the presence of purified Fsh (500 ng/mL) and of 2 biologically active androgens: 11-ketotestosterone (11KT) and 17α-methyl testosterone (MT, 17α-methyl-4-androsten-3-one) at the concentration of 300 ng/mL (about 10^−6^ M). This concentration was close to the 11KT concentration measured in the culture medium after 48 h of incubation with Fsh in Experiment 1.

A few pieces of testis tissue were also fixed on the day of sampling in Bouin's solution for histological examination. Fixed gonads were dehydrated and embedded in paraffin, and 5 µm sections were cut and stained with Regaud-Haematoxylin-Orange G-Aniline blue. The maturity stage of the gonads was evaluated based on the presence and on the relative abundance of the most developed germ cells, according to a classification described previously [20]. In each well, about 50% of explants were in stage I–II of testis maturation. These two gonadal stages are characterized by the presence of a large majority of A-spermatogonia. The remaining explants corresponded to Stage III which is characterized by a large number of B-spermatogonia and the appearance of meiotic cells (spermatocytes and rare spermatids).

### Steroid measurement

To denature steroid binding proteins which may interfere with the steroid antibody, media were heated at 60°C for 20 min and centrifuged at 3000*g*, at 4°C for 15 min. Levels of 11KT were measured by specific radioimmunoassay (RIA) in culture media from Experiment 1 according to Fostier et al. [23]. Each sample was assayed in duplicate. The assay sensitivity was 80 pg/mL and the cross reactivity with testosterone or adrenosterone was 10%. The inter- and intra-assay coefficients of variation were 15% and 6%, respectively.

### cDNA nylon membrane array experiment

#### RNA extraction and cDNA target synthesis

Total RNA was extracted using TRIzol® reagent and further purified with the NucleoSpin® RNA II kit (Macherey Nagel). RNA concentrations were quantified using the NanoDrop ND-1000 (Thermo Scientific) and RNA quality was determined using the Bioanalyser 2100 (Agilent). For cDNA target labeling, 5 µg total RNA were reverse-transcribed for 2 h at 42°C in the presence of radiolabelled dNTP (30 µCi [alpha-^33^P] dCTP, 120 µMdCTP, 20 mM each dATP, dTTP, dGTP) using an oligo(dT) primer and 400 units of Superscript II reverse transcriptase (Invitrogen). RNA was degraded at 68°C for 30 min with l µL 10% SDS, l µL 0.5 M EDTA and 3 µL 3 M NaOH. The reaction was then equilibrated at room temperature for 15 minutes and neutralized by the addition of 10 µL 1 M Tris-HCI and 3 µL 2 N HCl.

#### Nylon membrane array hybridization and raw data production

cDNA arrays were generated by CRB GADIE (http://crb-gadie.inra.fr/) as previously described [24]. Prehybridization of the membranes was performed at 65°C for 4 h in 5X Denhardt's, 5X SSC and 0.5% SDS. Labelled cDNA targets were denatured at 95°C for 5 min and incubated with microarrays for 48 h at 65°C in the same buffer. The membranes were then washed three times for 1 h at 68°C in 0.1X SSC containing 0.2% SDS prior to a 48 hour exposure to phosphor-imaging plates. Plates were scanned using a FUJI BAS 500 and the BZscan software was used for signals acquisition [25]. Each membrane was also hybridized with a ^33^P-labelled oligonucleotide (5′-TAATACGACTCACTATAGGG-3′) that recognizes the vector part of every PCR product to quantify the amount of spotted cDNA.

#### Normalization procedure

Expression data were normalized as previously described [26]. Briefly, raw data were corrected for the amount of spotted cDNA by dividing the sample signal (Si) of each spot by the corresponding vector signal (Vi). To avoid the bias affecting relative gene expression levels, the corrected signal of each spot was further multiplied by the median vector signal of all arrays for this same spot ((Si/Vi)×medVi). Expression values were then log2-transformed and submitted to a quantile-quantile normalization using the AMEN software (http://sourceforge.net/projects/amen/) [27]. Raw data as well as a normalized expression file are available at the GeneOmnibus public data repository http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46458.

#### Statistical and cluster analyses

Non-informative clones for which too small an amount of cDNA was spotted (oligonucleotide signal <3 times the background level in more than 20% of samples) were removed from the analysis. Clones were further filtered on their expression level (mean expression level ≥ to the median expression of all the experiment, at least in one experimental group). Finally, clones were filtered on a fold change ≥1.5 between control and Fsh-treated groups either in the absence or in the presence of trilostane.

Gonadotropin-responsive genes were then identified in the presence or not of trilostane, by comparing control groups to the Fsh-treated groups using the multi-class Limma statistical test with a false discovery rate (FDR) of 1% [28]. All differentially-expressed transcripts were then submitted to a hierarchical classification (Uncentered Pearson correlation measure).

#### Meta-analysis

Expression data obtained in a previous study [10] were used to investigate whether the 2 categories of Fsh-responsive genes (sensitive or insensitive to trilostane), were regulated by Lh. Samples in this dataset included explants of testis in early stages of spermatogenesis which were incubated for 4 days in the absence or in the presence of either Fsh or Lh (500 ng/mL). The data were normalized to avoid bias due to the different batches of nylon membranes as well as the 2 separate hybridization experiments. For each row (i.e. each gene) the expression signals of all arrays in one experiment were median-centered then normalized by the median expression of the second experiment. Only the clones demonstrating a statistically significant response to Fsh in both experiments were considered and submitted to a non-supervised hierarchical classification.

### Real-time quantitative PCR (qPCR) experiments

The qPCR technique was used either to confirm changes in expression for selected transcripts identified from the microarray analysis or to examine additional transcripts previously found as being differentially regulated by gonadotropins and/or of putative interest regarding testis functions (the list is given in Table 1). Two micrograms of total RNA were submitted to reverse-transcription (RT) using 1 µg random hexamers and 200 units of MMLV reverse transcriptase (Promega) for 75 min at 37°C in a final of volume of 25 µL. Real-time PCR assays were performed on the StepOne™ Real-Time PCR System (Applied Biosystems) using 4 µL of 1∶30 diluted RT products, 1 µL of mixed oligo primers (0.6 µM for both reverse and forward primers) and 5 µL of Fast SYBR® Green Master Mix (Applied Biosystems). The amplification program consisted of an initial denaturation at 95°C for 20 sec; 40 cycles of 95°C for 3 sec, then 60°C for 30 sec. A final progressive increase of temperature (0.5°C/sec) has been carried out from 65 to 90°C at the end of the amplification for melting curve analysis.

**Table 1:** Additional candidate genes studied using qPCR.

SwissProt/GeneBank accession number	Gene Symbol	Annotation/Description	Preferential gonadotropin response	Steroid mediation	Predicted cellular origin
-	*igf1b/igf3*	Insulin-like growth factor 1b	Up Fsh	No, antagonism	Somatic
Q3HWG4	*igfbp6*	Insulin-like growth factor binding protein 6	Up Fsh	Partially	-
Q9I8S6	*cyp11b2-2*	Cytochrome P450 11 beta 2	Up Fsh, Lh	No, antagonism	-
Q71MM8	*fshr*	Follicle-stimulating hormone receptor	Up Fsh, Lh	Yes	Somatic
NM_001165391	*ccnd1*	G1/S-specific cyclin-D1	Down Fsh	No	-
Q71MM9	*lhcgr*	Luteinizing hormone receptor	Up Fsh, Lh	Yes	Somatic
O95633	*fstl3*	Follistatin-related protein 3 precursor	Up Fsh	No, antagonism	
NP_001117674	*star*	Steroidogenic acute regulatory protein, mitochondrial precursor	Up Fsh, Lh	No, antagonism	Somatic

These genes were of interest since they were previously found to be differentially regulated by gonadotropins (Sambroni et al., 2013).

Cycle threshold (Ct) was automatically setup and relative expression levels were normalized using a reference gene, *rps15* (clone 1RT58B15_B_A08). This gene was chosen on the basis of its invariant expression in spermatogenesis microarray experiments [26]. Its expression level also enabled its measurement at the same RT template dilution as selected candidate genes. All RT samples were measured in duplicates. Statistical analyses were performed with the Statistica software environment using the non-parametric ANOVA of Kruskal-Wallis and the Mann & Whitney's U test if a statistical difference (p<0.05) was observed between groups in the ANOVA analysis.

Real-time PCR oligonucleotide primers were designed using the Primer3 software (http://frodo.wi.mit.edu/primer3/) and were verified with the oligoanalyser 3.1 web interface (http://eu.idtdna.com/analyzer/Applications/OligoAnalyzer/) to avoid self- and hetero-dimer formation as well as hairpin structures. Nucleotide sequences of the primers were also systematically matched (BLAST algorithm) against the SIGENAE trout contig collection (som.10 version) to avoid non-specific annealing to other transcripts. PCR amplification effectiveness was verified using serial dilutions of pooled RT products. All primer sequences are provided in Table S1.

## Results

To address the issue of steroid-mediated action of Fsh on testicular transcriptome, we carried out *in vitro* culture of testis explants incubated in the presence of Fsh alone or in combination with trilostane (Fsh+Tri), a known inhibitor of the 3 beta-hydroxysteroid dehydrogenase.

### Trilostane efficiently suppressed basal and Fsh-stimulated androgen production

To determine the effectiveness of trilostane (Tri) in inhibiting Δ4-steroid synthesis throughout the culture period, we measured 11KT levels in the culture media. As expected, Fsh alone induced a strong stimulation of the production of 11KT (about 5 fold) over the culture period (Fig. 1). After the first 48 hours of incubation, the presence of trilostane resulted in a reduction of both the basal and the Fsh-stimulated 11KT production (76% and 86% decrease, respectively). Over the following 48 hour period, the basal production of 11KT was drastically reduced so that the trilostane effect was no longer observed. The Fsh-stimulated production was maintained under control condition but was nearly suppressed (−93%) in trilostane treated explants. Consequently, testis tissues incubated in the presence of both Fsh and trilostane were exposed to much lower levels of androgens than testis tissues incubated in the presence of Fsh alone (9.4±1.4 versus 134.00±15.10 ng/mL at the end of the culture).

**Figure 1:**
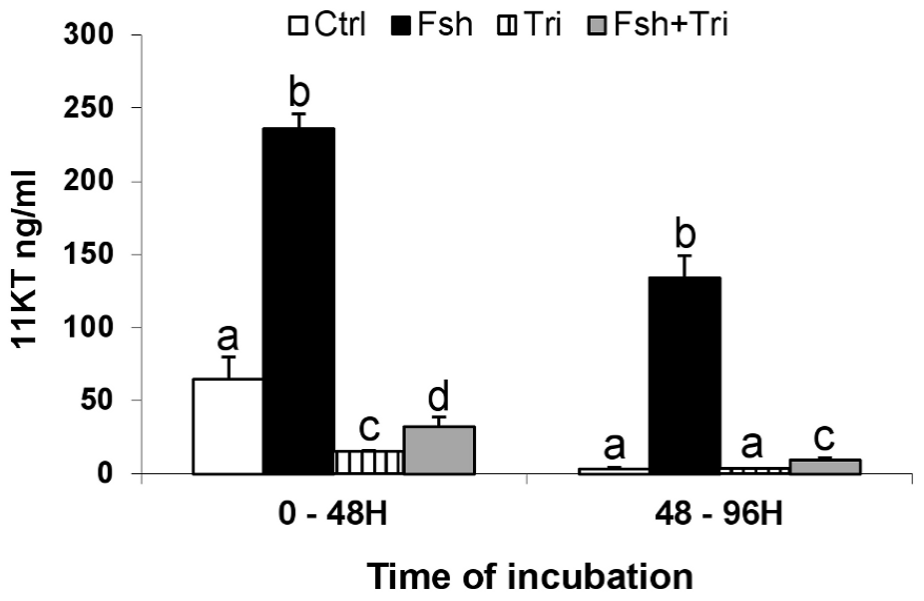
Evaluation of trilostane treatment efficiency. 11KT production in culture media after 48(500 ng/mL) alone or in combination with trilostane (10 µg/mL). Culture media were replaced after 48 h. Each bar represents the mean ± SD of 6 replicates. Different letters for each incubation duration indicate that treatments have significantly different effects as determined by non-parametric Mann & Whitney test (p<0.01).

### Trilostane modified the Fsh regulation of testicular gene expression

The variations of the transcriptome were analyzed at a large scale using trout cDNA microarrays. 

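Rainbow trout testis explants, small pieces of tissue kept alive on membrane inserts, were profiled on 24 arrays after 96 h of culture, with 6 arrays for each of 4 treatments. These were no added substance (Ctrl), Fsh at 500 ng/mL (Fsh), trilostane at 10 µg/mL (Tri), and both together (Fsh+Tri). Trilostane inhibits the enzyme that turns Δ5 into Δ4 steroids. As explants of all fish were pooled before they were spread over the wells, the 6 replicates are wells of the same pool, and p-values measure only the spread between these wells. A further 3 arrays hold tissue from day 0 (T0), before culture.

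Each array is a nylon membrane with spots of cDNA, hybridized with radiolabelled cDNA of the explants, so that the brightness of a spot measures the steady-state level of a transcript. The authors divided the signal of each spot by that of an oligonucleotide that measures the amount of spotted cDNA, rescaled it by the median of this second signal, took log2 and quantile normalized the arrays. The values used here are these deposited log2 values, because the oligonucleotide signal was not used here and the division could not be repeated. Arrays held between 8310 and 9133 values, and the median was equal on the 24 cultured arrays after the normalization. Of 9024 clones, 8244 had a value on at least 80% of the 24 arrays, and 4565 of these had a mean at or above the median of the experiment in at least 1 treatment and were tested. One linear model with 4 treatment means was fitted to each clone with limma, and adjusted p-values are Benjamini-Hochberg values over these clones. Differences are log2 fold changes, where 1 is a doubling, and their precision is limited by the 6 arrays per treatment. Names of clones come from File S1 of the paper, which pairs 102 clones with genes, so that a clone outside it has no name here apart from the reference gene *rps15*.

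The sample labels give each array a stage of testis maturation. All 6 Ctrl arrays, 3 of 6 Fsh arrays, 4 of 6 Tri arrays and 2 of 6 Fsh+Tri arrays are given as stage I-II and the others as stage III, whereas the paper states that each well held explants of both stages. Ctrl replicate 4 lay apart from the other arrays, with a score of -31.7 on the first principal component. Fsh replicate 4 had the highest score on the second, 19.8, where Fsh replicate 3 had 13.5 and Ctrl replicate 1 had -14.3. Each result was recomputed under alternative settings, such as other filters, normalizations and covariates or leaving out each array in turn.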

The effects of Fsh on testicular gene expression were studied after 4 days of incubation because we previously showed that Fsh and Lh modified testicular transcriptome more efficiently after a 4-day treatment compared to shorter durations. The microarray data were analyzed with AMEN software. 

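Fsh alone raised 82 clones and lowered 17 at an adjusted p under 0.05 from limma, and Fsh in the presence of trilostane raised 15 and lowered 1. Of these clones, 9 passed in both comparisons. Without trilostane, *plg* (plasminogen) had a log2 fold change of 0.82 (standard error 0.16, adjusted p = 0.00229), and *etnk1*, a kinase of phosphatidylethanolamine synthesis, one of 1.22 (standard error 0.19, adjusted p = 0.000192). With trilostane, *krt12*, a keratin, rose on its second clone by 1.14 (standard error 0.18, adjusted p = 0.000770), and *tfpi2*, an inhibitor of serine proteases, by 1.20 (standard error 0.14, adjusted p = 1.06e-05).

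With the filters of the methods, 231 clones had a fold change of at least 1.5 in either comparison. Of these, 127 passed the moderated F-test over both comparisons at an FDR of 1%, adjusted over the 231. The 231 had been chosen on the same comparisons, so this 1% is nominal. In simulated data, more than 1% of the clones called were unchanged. File S1 holds 91 of the 127. The other 11 clones of File S1 had fold changes under 1.5 in both comparisons on the values used here. The count was 56 when p-values were adjusted before the fold filter, and 27 on the 15 cultured arrays given as stage I-II alone, where 0 clones passed in limma for Fsh with trilostane and 146 had an unadjusted p under 0.05. For Fsh alone, 68 clones were higher and 56 lower without Ctrl replicate 4, and 76 and 41 with array weights. Without Ctrl replicate 1, 68 clones passed in all for Fsh alone. With trilostane 56 clones passed without Ctrl replicate 4, 8 without Tri replicate 1 and 84 with array weights. When only the Tri and Fsh+Tri arrays were fitted 63 passed, against 37 for Fsh alone when only the Ctrl and Fsh arrays were fitted.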

After a double filtration on expression level and fold change, followed by a Limma analysis (FDR 1%; see M&M), 102 clones corresponding to 96 non redundant (NR) genes were found significantly differentially expressed between control and Fsh-treated conditions or between trilostane and Fsh+trilostane groups. All the information on annotation together with response to Fsh, trilostane and Lh for these 102 clones is provided in the searchable file S1. (Note that the responsiveness to Lh was determined in a previous study [10]). 

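The mean profile over the treatments was taken for each cluster of clones of File S1 on the 24 arrays. The study formed the clusters on these same arrays, so that differing profiles are not independent evidence. Relative to Ctrl, the 40 clones of cluster 1 had a mean log2 value of 0.91 ± 0.08 (SD, n = 6 arrays) with Fsh, -0.18 ± 0.05 with Tri and 0.23 ± 0.03 with Fsh+Tri. The 30 clones of cluster 2 stood at 0.81 ± 0.09, 0.20 ± 0.11 and 0.71 ± 0.08 in the same order (SD, n = 6). For the 6 clones of cluster 3 these means were 0.31 ± 0.12, -0.39 ± 0.06 and 0.35 ± 0.08, and for the 6 clones of cluster 4 they were 0.04 ± 0.06, 0.49 ± 0.09 and 0.97 ± 0.07. The 19 clones of cluster 5 lay at -0.52 ± 0.17 with Fsh, 0.16 ± 0.09 with Tri and -0.41 ± 0.11 with Fsh+Tri. These SDs leave out the spread of the Ctrl arrays, which had SDs of 0.18, 0.31, 0.29, 0.21 and 0.20 in clusters 1 to 5. A tree of the same clones made with uncentred Pearson distances and average linkage, which the methods leave open, gave 5 groups whose adjusted Rand index against the clusters was 0.404, where 1 is identity and 0 is chance, and complete linkage gave 0.674. With average linkage, 28 of the 30 clones of cluster 2 lay in the group that held the 40 clones of cluster 1.

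**Figure D1:**
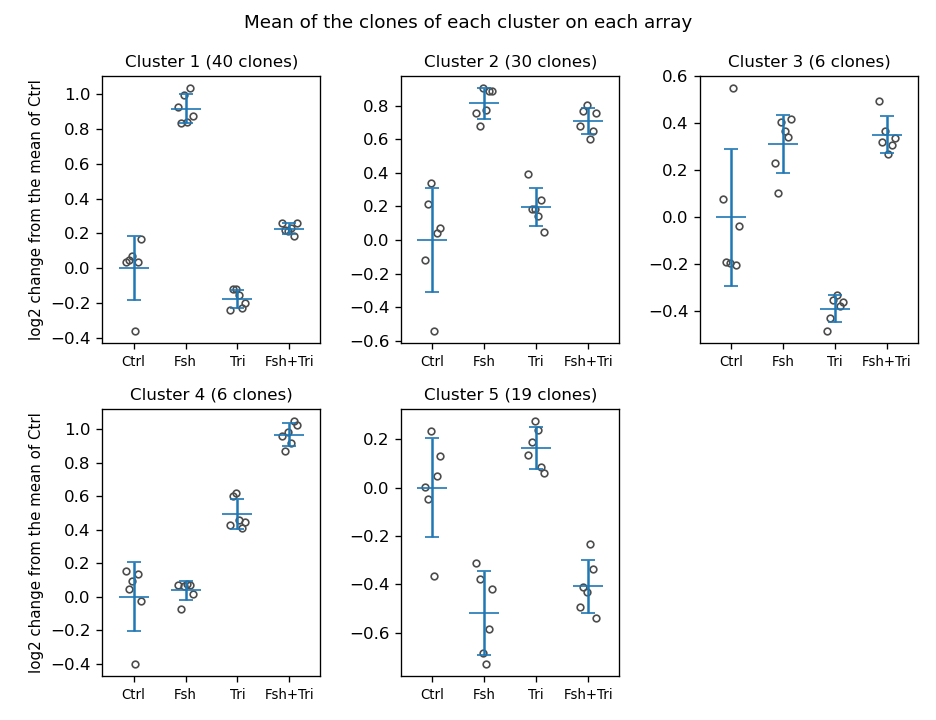
Mean of the clones of each cluster on each array, as log2 change from the mean of the 6 Ctrl arrays, for the 4 treatments on the horizontal axis. Points are arrays, the long dash is the mean of 6 arrays and the bars are its SD, and the vertical axis differs between panels. The Fsh arrays of cluster 1 lie between 0.83 and 1.03, and its Fsh+Tri arrays between 0.18 and 0.26.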

The hierarchical classification of the genes allowed the segregation of 5 main clusters of transcripts with correlated variations along the samples (Fig. 2). 

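Of the 127 clones that passed the test over both comparisons, 95 were higher with Fsh and 32 lower in the comparison with the larger statistic, so that 74.8% were higher. Of the 102 clones of File S1, 81 were higher by the same count and 78 had a mean with Fsh alone above that of Ctrl. Among the clones that rose with Fsh alone were *inha*, the alpha subunit of inhibin, at 1.41 (standard error 0.27, adjusted p = 0.00229), *ctl1* (cathepsin L) at 1.17 (standard error 0.18, adjusted p = 0.000175) and *fdps*, an enzyme of isoprenoid synthesis, at 0.70 (standard error 0.16, adjusted p = 0.0145). The proteasome subunit *psma4* fell, with a log2 fold change of -0.71 (standard error 0.16, adjusted p = 0.0123). Without Ctrl replicate 4, 75 clones were higher and 59 lower, without Fsh replicate 4 these counts were 96 and 20, and with array weights 79 and 51. The count of clones higher with Fsh was 53 when p-values were adjusted before the fold filter, and 25 on the arrays given as stage I-II alone.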

Overall, the great majority (74 out of 102) of the differentially-expressed transcripts were found to be up-regulated by Fsh.

**Figure 2:**
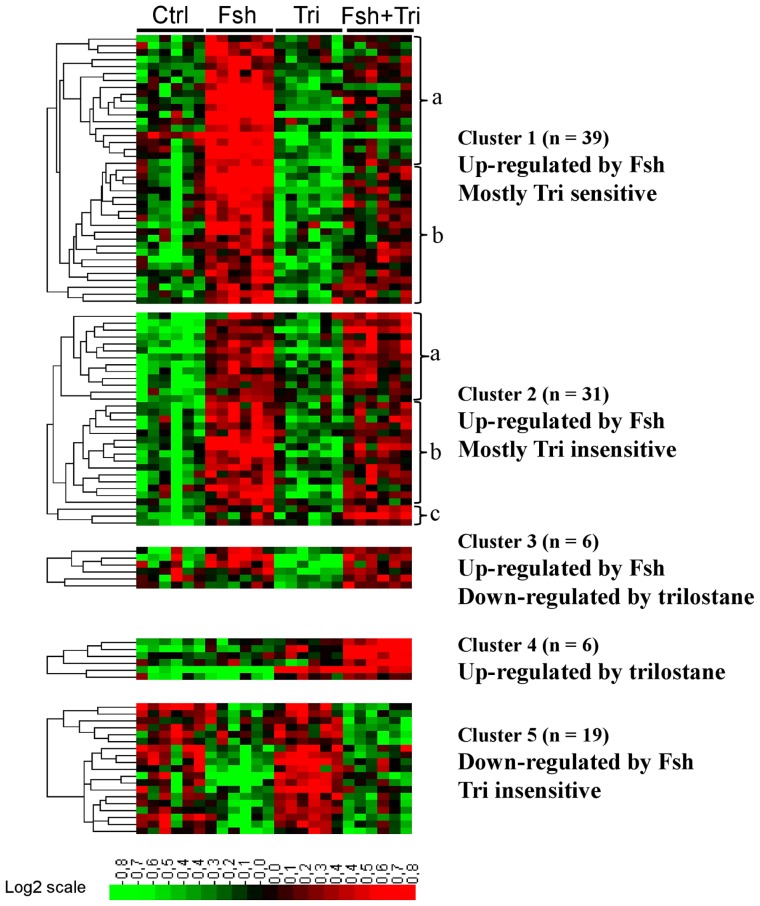
Expression of Fsh-responsive genes. Heatmap representation of the hierarchical classification of the 102 clones differentially regulated in trout testis after an *in vitro* 4-day incubation without any substance (Ctrl) or with Fsh alone at 500 ng/mL (Fsh), trilostane alone at 10 µg/mL (Tri) or with both Fsh and trilostane (Fsh+Tri). Trilostane was added 1 h before Fsh addition in the medium. Media and hormones were renewed after 2 days. Clones segregated into 5 main groups, corresponding to genes which were up- or down-regulated by Fsh and sensitive or not to trilostane. Normalized expression values are shown according to the scale bar. Each line represents a clone and each column is a sample.

#### Fsh action mediated by steroid production

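Fsh raised the mean of the 40 clones of cluster 1 by 0.91 on the log2 scale (1.89-fold) without trilostane and by 0.40 with it, and every clone of the cluster had a mean above Ctrl with Fsh alone. With Fsh+Tri the cluster differed by -0.69 from its level with Fsh alone, with all 6 Fsh+Tri arrays below all 6 Fsh arrays. *inha* had a log2 fold change of 0.75 (adjusted p = 0.309) with trilostane, *dmrt1*, a transcription factor of testis differentiation, of 0.80 (adjusted p = 0.00153) without and 0.44 (adjusted p = 0.247) with it, and *cth*, an enzyme of cysteine synthesis, of 1.40 (adjusted p = 2.65e-06) and 0.69 (adjusted p = 0.0567). Without trilostane 37 of the 40 clones were higher with Fsh at an adjusted p under 0.05 from limma, and with trilostane 2 were, while 24 had an unadjusted p of at most 0.05. These counts rest on a spread shared by all treatments. Over all clones tested, more passed with trilostane than without it when each pair of groups was fitted alone.

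By 2-sided exact permutation tests of 6 against 6 arrays, adjusted over 20 tests, the response was past the threshold both without trilostane (adjusted p = 0.00394) and with it (adjusted p = 0.00394), as was the difference between Fsh+Tri and Fsh (adjusted p = 0.00394), all at the smallest unadjusted p such a test can give, 0.00216. The difference between the responses was -0.51 (permutation test of the trilostane labels within each Fsh dose after the mean effect of trilostane was removed, adjusted p = 1.17e-05 over 5 clusters). The clones were grouped by the study on these same arrays, so these tests are not independent evidence of a difference, its size or its direction. On the arrays given as stage I-II alone the response without trilostane was 0.95 and that with trilostane 0.35, with an adjusted p of 0.0595 and 0.133 in the exact permutation test, which with trilostane cannot give a p under 0.0667 there.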

In Cluster 1, 39 genes were up-regulated by Fsh and this up-regulation was greatly inhibited in the presence of trilostane (Fig. 3). This implies that the responsiveness of these genes to Fsh requires the production of steroids. 

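The test of the difference itself, the response to Fsh with trilostane minus that without, passed at an adjusted p under 0.05 from limma for 3 clones, all lower with trilostane, while 359 clones had an unadjusted p under 0.05. *vt1*, a vasotocin transcript, rose by 3.06 (standard error 0.15, adjusted p = 2.24e-15) with Fsh alone and had a log2 fold change of 0.59 (standard error 0.15, adjusted p = 0.0763) with trilostane, a difference of -2.47 (standard error 0.21, adjusted p = 6.22e-09). *slc26a4*, an anion transporter, rose by 2.23 (standard error 0.22, adjusted p = 1.15e-07) with Fsh and stood at 0.03 (adjusted p = 0.975) with trilostane, a difference of -2.20 (standard error 0.32, adjusted p = 0.000226). Trilostane alone lowered *slc26a4*, with a log2 fold change of -1.69 (standard error 0.22, adjusted p = 1.62e-05). A clone for an apolipoprotein had 1.12 (standard error 0.13, adjusted p = 2.65e-06) with Fsh alone, 0.13 (adjusted p = 0.768) with trilostane and a difference of -0.99 (standard error 0.19, adjusted p = 0.0196).

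At an unadjusted p of at most 0.05, 31 of 84 clones that were higher with Fsh had a smaller response with trilostane, and in 25 of these the response with trilostane did not reach that threshold. This count was 20 without Ctrl replicate 4, 48 without Ctrl replicate 3 and 10 on the arrays given as stage I-II alone. The clones were chosen for a high response without trilostane on these same arrays, which favours a smaller response with it. When trilostane labels were swapped with its mean effect removed, up to 18 clones met the rule. Without Ctrl replicate 4 up to 19 did, against 21 with the real labels after that removal. The difference for the apolipoprotein clone lost its call in 6 of 39 alternative settings, among them without Fsh replicate 5 (adjusted p = 0.0567), Fsh replicate 6 (adjusted p = 0.0587), Fsh+Tri replicate 4 (adjusted p = 0.0549) or Fsh+Tri replicate 5 (adjusted p = 0.0584), and that for *slc26a4* on the stage I-II arrays alone. From the loss of response when Δ4-steroid synthesis is inhibited, seen by qPCR too, and from androgen effects, the paper concludes that Fsh acts on these genes through the production of steroids. In its androgen treatments *slc26a4* and *inha* rose, while *vt1*, *wisp1* and *mmp19* did not.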

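The 9 genes *nr2f2*, *gapdhs*, *slc26a4*, *smtn*, *ndpkz3*, *canx*, *fblim1*, *dmd* and *cebpd1* had a mean log2 fold change of 0.96 with Fsh alone and 0.12 with Fsh in the presence of trilostane. The 9 genes *dmrt1*, *cldn11*, *etnk1*, *cth*, *plg*, *sptbn1*, *vt1*, *timp2* and *mmp19* had 1.23 and 0.61. All 9 of each group were higher with Fsh alone at an adjusted p under 0.05 from limma. With trilostane, none of the first group and all 9 of the second had an unadjusted p of at most 0.05, and 1 of the second, *mmp19*, also passed after adjustment. *smtn*, which encodes a protein of the smooth muscle cytoskeleton, had a log2 fold change of 0.85 (standard error 0.16, adjusted p = 0.00229) with Fsh alone and -0.03 (adjusted p = 0.962) with trilostane. *dmd* (dystrophin) had 0.94 (standard error 0.15, adjusted p = 0.000368) and -0.08 (adjusted p = 0.883). *mmp19*, a matrix metalloproteinase, rose by 1.54 (standard error 0.18, adjusted p = 1.36e-06) and by 0.98 (standard error 0.18, adjusted p = 0.00465). *timp2*, an inhibitor of such proteinases, had 0.69 (standard error 0.15, adjusted p = 0.00997) and 0.43 (adjusted p = 0.297), and *cldn11*, a tight junction protein of Sertoli cells, 0.65 (standard error 0.17, adjusted p = 0.0326) and 0.49 (adjusted p = 0.274).

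The difference between the responses was below 0 at an unadjusted p of at most 0.05 for 7 of the first 9 genes and 4 of the second, and 1 gene of each, *slc26a4* and *vt1*, passed after adjustment. The study chose both groups on these arrays, so the counts are not independent evidence of their direction. Of the alternative settings, the call with Fsh alone ended in 13 of 40, 6 of them without 1 array, for *cldn11*, 10 of 39, 6 of them without 1 array, for *nr2f2* and 8 of 40, 2 of them without 1 array, for *gapdhs*.

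**Figure D2:**
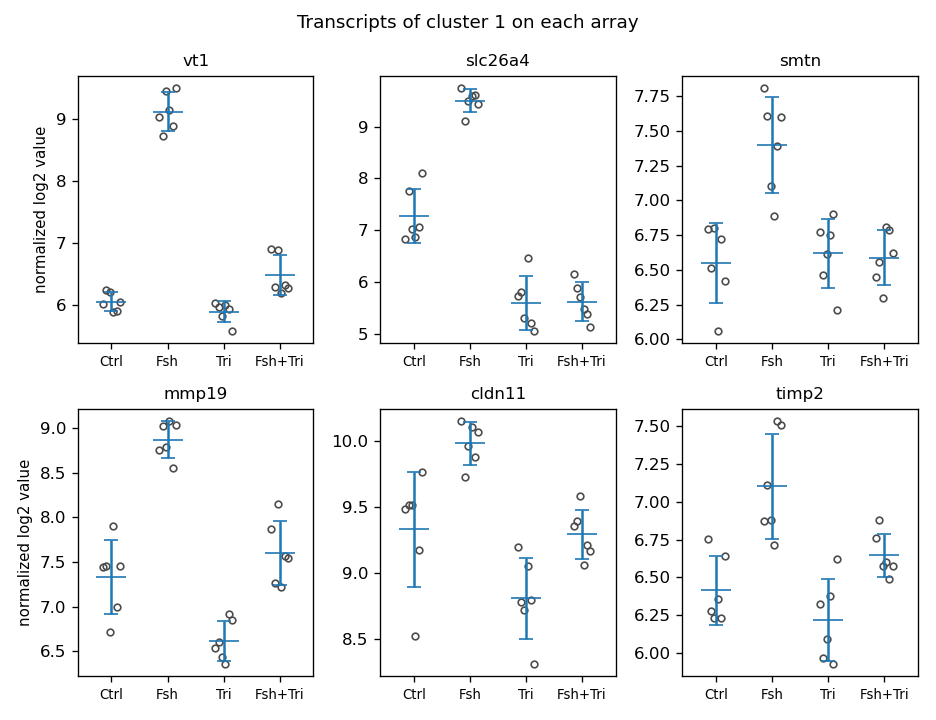
Normalized log2 value of 6 transcripts of cluster 1 on each array, for the 4 treatments on the horizontal axis. Points are arrays, the long dash is the mean of 6 arrays and the bars are its SD, and the vertical axis differs between panels and does not start at 0. The level of *vt1* was 9.12 ± 0.31 with Fsh and 6.49 ± 0.33 with Fsh+Tri, against 6.06 ± 0.15 in Ctrl, and that of *smtn* was 6.59 ± 0.20 with Fsh+Tri against 6.62 ± 0.25 with Tri.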

Cluster 1 could be subdivided in 2 groups of genes: those for which the response to Fsh was suppressed by trilostane (Fig. 2, Cluster 1a) as for *nr2f2*, *gapdhs*, *slc26a4*, *smtn*, *ndpkz3*, *canx*, *fblim1*, *dmd* or *cebpd1* and those for which the response to Fsh was strongly reduced but not totally inhibited (Fig. 2, Cluster 1b) as for *dmrt1*, *cldn11*, *etnk1*, *cth*, *plg*, *sptbn1*, *vt1*, *timp2* and *mmp19* (Table 2). For some representative genes of Cluster 1, we confirmed by qPCR that the presence of trilostane led to a complete or drastic loss of the response to Fsh, supporting the hypothesis that Fsh indirectly regulated their expression through the production of steroids (Fig. 4). The up-regulation of three additional transcripts *fshr*, *lhcgr* and *igfbp6* was also found to be mediated by steroids.

**Figure 3:**
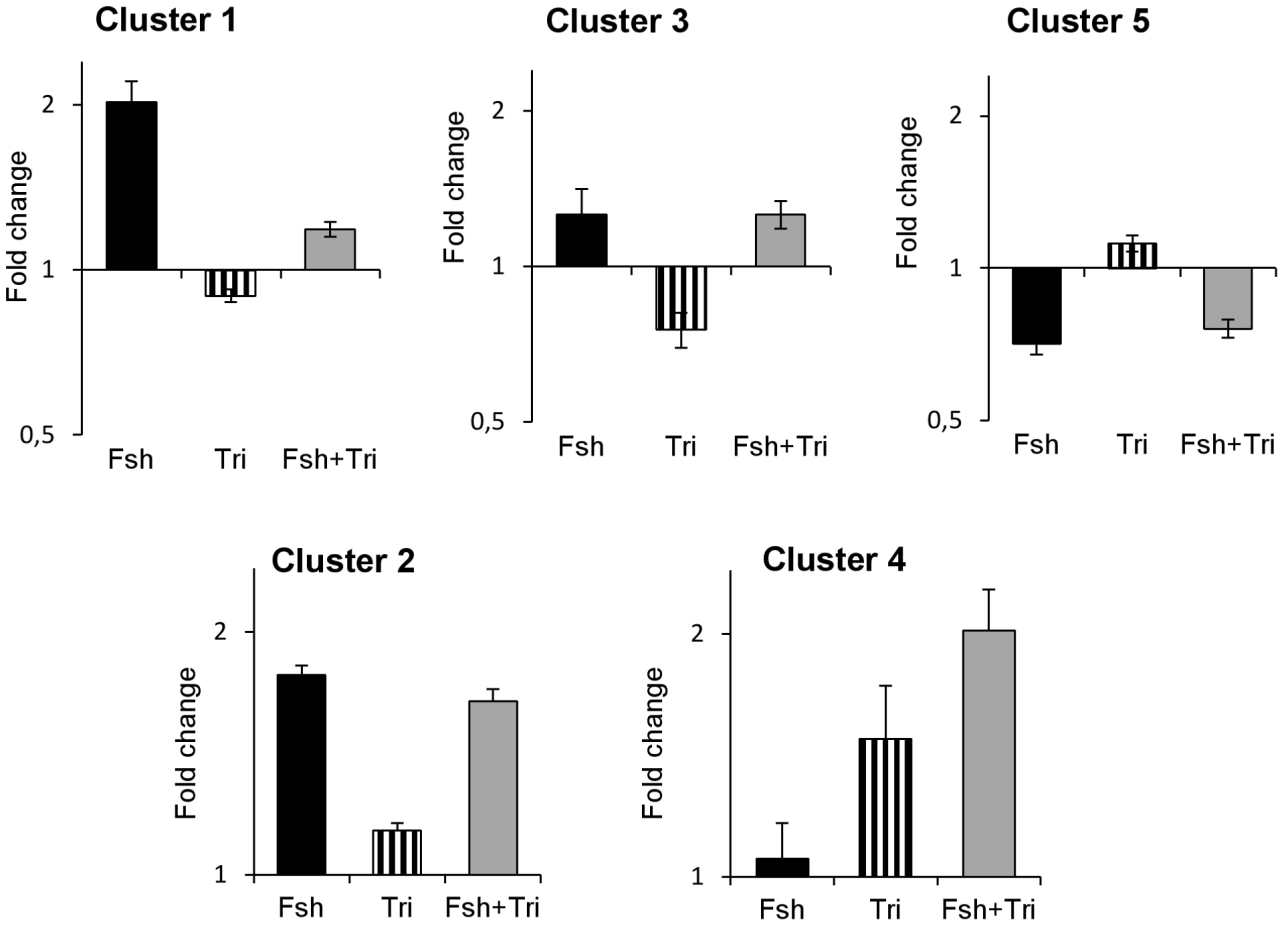
Representation of the mean fold-change in each cluster. Fold changes are relative to the control group. All the 102 clones included were individually found significantly affected by Fsh. Bars represent mean ± SEM. Y-axis is log-2 scaled and value 1 represents the control level. For convenience, note that the clusters are not shown in numerically ascending order.

**Figure 4:**
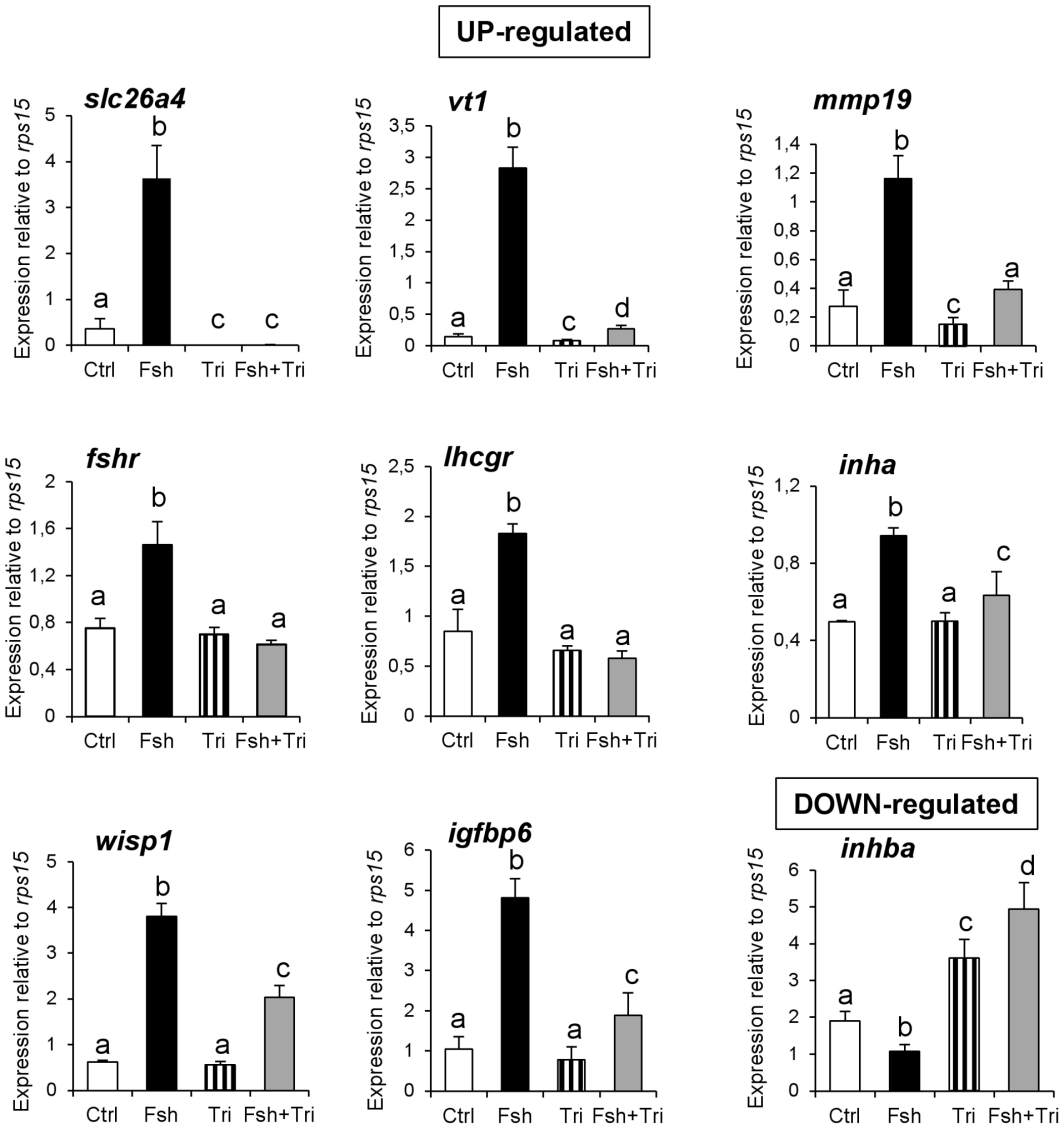
Steroid-mediated action of Fsh on the steady-state level of mRNA transcripts measured by qPCR. *slc26a4*, *vt1*, *mmp19* and *wisp1* and *inha* genes segregate in Cluster 1. The *inhba* gene belongs to Cluster 4. Three additional transcripts (*fshr*, *lhcgr* and *igfbp6*) previously demonstrated as up-regulated by gonadotropins are found to behave like genes in Cluster 1. Note that Fsh regulations of *inha*, *wisp1* and *igfbp6* are only partially lost in the presence of Tri. Bars represent mean ± SD of 5 to 6 replicates. Expression data were normalized to the reference gene *rps15*. Different letters indicate that treatments are significantly different as determined by non-parametric Mann & Whitney test.

**Table 2:** Representative transcripts up-regulated by Fsh and sensitive to trilostane treatment.

Gene Symbol	Gene description	Lh regulation^1^	Testicular expression profile^2^	*In vivo* androgen response^3^
**Fsh-response abolished by trilostane treatment**				
-	14 kDa apolipoprotein	Yes	Somatic	-
*cebpd1*	CCAAT/enhancer-binding protein delta (C/EBP delta)	Yes	Somatic	-
*nr2f2*	COUP transcription factor 2 (COUP-TF2)	No	-	-
*canx*	Calnexin precursor	-	Somatic Up stage 8	-
*-*	Cytokine-like nuclear factor n-pac	-	-	-
*cyp46a1*	Cytochrome P450 46A1	No	Somatic	Up at day 7
*dmd*	Dystrophin	Yes	Meiotic Up stage 8	-
*fdps*	Farnesyl pyrophosphate synthetase (FPP synthetase)	-	-	-
*fblim1*	Filamin-binding LIM protein 1 (FBLP-1)	-	-	-
*gapdhs*	Glyceraldehyde-3-phosphate dehydrogenase, testis-specific	-	-	-
*it*	Isotocin-I	Yes	Somatic Up stage 8	-
*-*	Similar to vertebrate acyl-CoA thioesterase 11	-	A-spermatogonia	-
*slc26a4*	Similar to vertebrate solute carrier family 26	Yes	Somatic Up stage 8	Up at day 7
*ndkpz3*	Nucleoside diphosphate kinase-Z3	Yes		-
*-*	Putative uncharacterized protein (Fragment)	Yes	Somatic Up stage 8	-
*smtn*	Smoothelin-b (Fragment)	No	Somatic	Up at day 14
*-*	Similar to vertebrate protein tyrosine phosphatase, receptor type, F	Yes	-	-
*tpd52l1*	Tumor protein D53 homolog	Yes	-	-
*wisp1*	WNT1-inducible-signaling pathway protein 1 precursor	No	Somatic Up stage 8	-
**Fsh-response significantly reduced by trilostane treatment**				
*ctl1*	Cathepsin L	Yes	Somatic	-
*cebpd2*	CCAAT/enhancer binding protein delta2	Yes	Somatic	-
*lrrc8*	Leucine-rich repeat-containing protein 8C	Yes	-	-
*cldn11*	Claudin 11a	-	Somatic Up stage 8	Up at day 7
*cth*	Cystathionase (cystathionine gamma-lyase)	Yes	Somatic Up stage 8	Up at day 7
*cyp2m1*	Cytochrome P450 2M1	Yes	Somatic	Up at day 7
*dmrt1*	Doublesex- and mab-3-related transcription factor 1	Yes	Somatic	Up at day 7
*etnk1*	Ethanolamine kinase 1	Yes	Somatic Up stage 8	-
*-*	Homolog of Homo sapiens Transport-secretion protein 2.2	No	Somatic Up stage 8	-
*inha*	Inhibin	Yes	Somatic	Down at day 7
*mmp19*	Matrix metalloproteinase-19 precursor	Yes	A-spermatogonia	-
*plg*	Plasminogen	Yes	Somatic Up stage 8	Up at day 7
*cpvl*	Probable serine carboxypeptidase CPVL precursor	Yes	-	-
*-*	Putative uncharacterized protein	No	Somatic	-
*-*	Putative uncharacterized protein (Fragment)	-	Somatic	Up at day 7
*rbm47*	RNA-binding protein (FLJ20273), transcript variant 1	-	-	-
*slc9a3r1*	Solute carrier family 9 (Sodium/hydrogen exchanger), isoform 3 regulatory factor	Yes	-	-
*sptbn1*	Spectrin beta chain, brain 1	Yes	Somatic	-
*timp2*	Tissue inhibitor of metalloproteinase 2	Yes	Somatic Up stage 8	Up at day 7
*vt1*	Vasotocin-neurophysin	Yes	Somatic Up stage 8	Up at day 7

The corresponding genes segregated in Clusters 1or 2 and the response to Fsh was further identified as highly or moderately sensitive to trilostane in pairwise comparisons (Limma statistical test, p≤5%). When the information was available, we indicated the response to Lh (**^1^**) Sambroni et al., 2013), the testicular expression profile as well as the *in vivo* regulation by androgens ((^2^)Rolland et al., 2009 and (^3^) Rolland et al., 2013). -: not determined.

Additional evidence of steroid-dependent Fsh action was obtained in Experiment 2 where we analyzed the effects of 11KT and MT on the expression of candidate genes and compared in the same experimental design the effect of Fsh. As expected, Fsh and androgens did up-regulate the steady-state levels of two transcripts that were sensitive to trilostane, *slc26a4* and *inha* (Fig. 5A). However in our experimental conditions androgens were not able to stimulate *vt1*, *wisp1* and *mmp19*.

**Figure 5:**
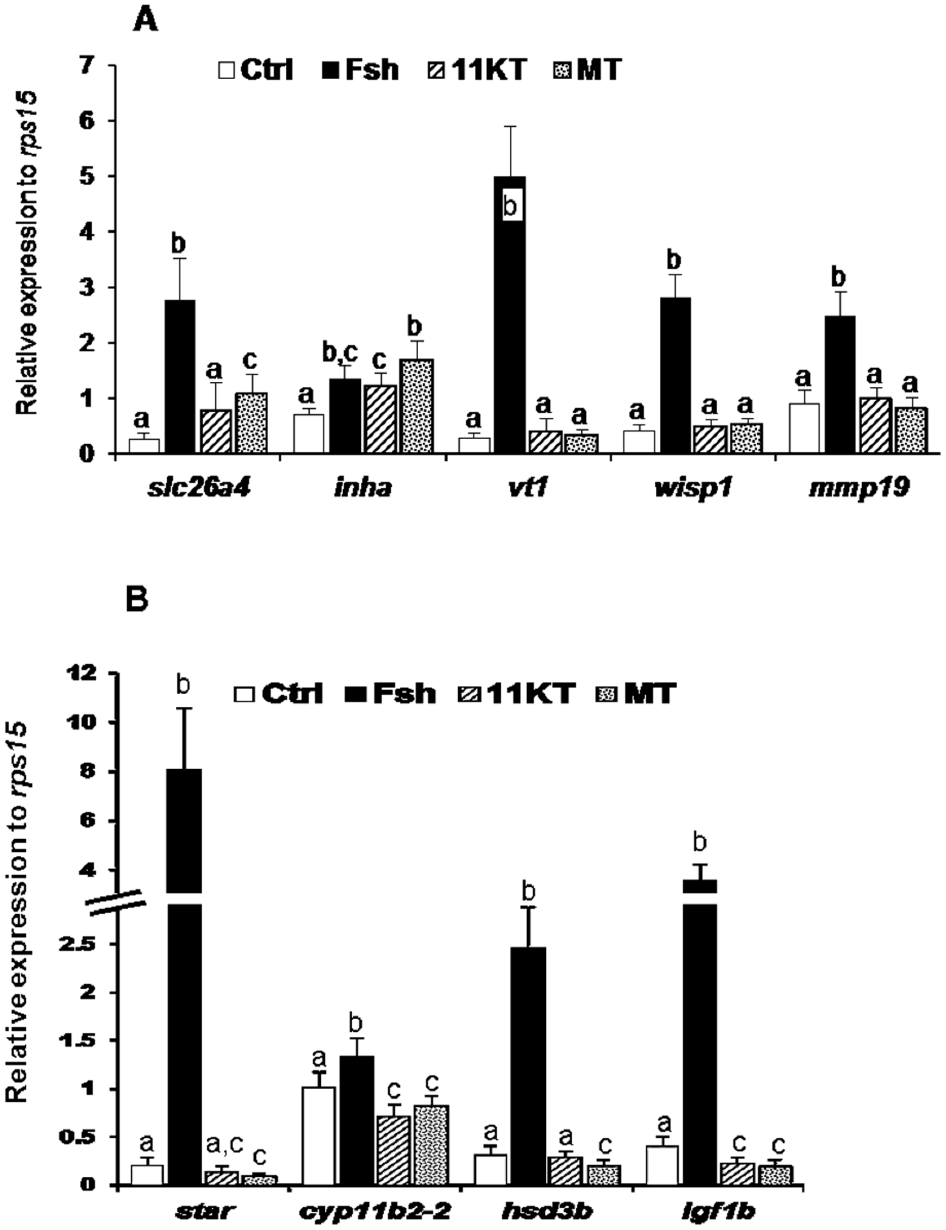
Real-time PCR measurement of candidate gene expression. Relative expression of selected mRNA transcripts in testicular explants cultured during 4 days in the absence (Ctrl) or presence of either Fsh (500 ng/mL), 11-ketotestosterone (11KT) or 17α-methyltestosterone (MT) at 300 ng/mL (∼10^−6^ M). Bars represent mean ± SD of 5 to 6 replicates. Expression data were normalized to the reference gene *rps15*. Different letters indicate that treatments are significantly different as determined by non-parametric Mann & Whitney test.

#### Fsh action independent of steroid production

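Fsh raised the mean of the 30 clones of cluster 2 by 0.81 without trilostane and by 0.51 with it on the log2 scale, and all 30 clones had a higher mean with Fsh in both comparisons. The mean of the 19 clones of cluster 5 fell by 0.52 without trilostane and fell by 0.57 with it, and all 19 clones had a lower mean with Fsh in both. Without trilostane 28 of the 30 clones and 6 of the 19 passed at an adjusted p under 0.05 from limma, and with trilostane 6 and 1. At an unadjusted p of at most 0.05 these counts with trilostane were 21 and 17. All these counts rest on the same shared spread as those of cluster 1.

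Of 5 clones of antigen presentation (MHC class I and II and *ctss*), a list fixed in advance, 2 were lower and 1, *ctss*, was higher with Fsh alone at an adjusted p under 0.05, and 4 were lower and 1 was higher when adjusted over the list alone. A clone for an MHC class II alpha chain had a log2 fold change of -0.96 (standard error 0.23, adjusted p = 0.0185) and the second clone of *onmy-uba*, an MHC class I gene, -0.78 (standard error 0.17, adjusted p = 0.00972). The list was lower than the other clones with Fsh alone (adjusted p = 0.00686 by limma's camera with a preset correlation of 0.01) and with Fsh in the presence of trilostane (adjusted p = 0.0167), and higher with trilostane alone (adjusted p = 0.00686). With an estimated correlation these were adjusted p = 0.175, adjusted p = 0.192 and adjusted p = 0.175. Its clones have names because the study chose them on these arrays, so the list is not independent evidence of its direction. The call of *ctss* ended in 22 of 40 alternative settings and that of the MHC class II alpha chain in 7 of 39.

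By 2-sided exact permutation tests of 6 against 6 arrays, the response of cluster 2 had an adjusted p of 0.00394 without and 0.00394 with trilostane, and that of cluster 5 an adjusted p of 0.00722 and 0.00394. The response of cluster 2 with trilostane minus that without was -0.30 (permutation test, adjusted p = 0.0369), and -0.19 without Ctrl replicate 4 (permutation test, adjusted p = 0.0779). Its call also ended without any 1 of Ctrl replicates 1 and 5, Fsh replicates 3, 5 and 6, Tri replicates 1, 2, 3 and 5 and Fsh+Tri replicates 4 and 5, at values between -0.31 and -0.26. The difference for cluster 5 was -0.05 (permutation test, adjusted p = 0.671), and 0.02 without Ctrl replicate 4. The study grouped these clones on these same arrays, so the tests are not independent evidence of a response, its size or its direction. On the arrays given as stage I-II alone the responses were 0.82 and 0.49 for cluster 2 and -0.55 and -0.47 for cluster 5, without a call, and with trilostane these arrays are too few for the exact test to pass.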

Most interestingly Clusters 2 and 5 pointed out Fsh up-regulations or down-regulations, respectively, that were both maintained in presence of trilostane (Fig. 3). This demonstrates that Fsh could act on gene expression independently of the mediation of Δ4-steroids. 

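*abca1*, a cholesterol efflux transporter, and both clones of *fasn* (fatty acid synthase) rose with Fsh alone. *abca1* rose by 0.77 on the log2 scale (standard error 0.12, adjusted p = 0.000192) with Fsh and by 0.57 (standard error 0.12, adjusted p = 0.0248) with Fsh in the presence of trilostane. In the same order, *fasn* had log2 fold changes of 1.08 (standard error 0.16, adjusted p = 0.000146) and 0.68 (adjusted p = 0.0567) on its clone in cluster 2, and 0.65 (adjusted p = 0.0332) and 0.57 (adjusted p = 0.151) on its clone in cluster 1. *hsd3b1*, the enzyme that trilostane inhibits, had 0.46 (standard error 0.14, adjusted p = 0.0903) and 0.50 (adjusted p = 0.131). In alternative settings the call with Fsh alone ended in 13 of 40 for the cluster 1 clone of *fasn*, and that of *abca1* with trilostane in 10 of 40.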

Among the genes of interest in these groups (Table 3), we notice genes related to cholesterol biosynthesis (*hmgcr*, *abca1*), lipid metabolism (*fasn*) or steroidogenesis (*hsd3b1*). Other genes were encoding for neurohormones (*tac1*), growth factors (*mdka*, *amh*) and proteins involved in the cell cycle (*ccne1*, *ccng1*, *ing4* and *mcm7*) or in cell shape and cytoskeleton (*ezr*, *des*).

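*tac1*, a precursor of tachykinins, rose with Fsh both without trilostane, by 1.23 (standard error 0.16, adjusted p = 5.86e-06), and with it, by 0.99 (standard error 0.16, adjusted p = 0.000770). *mdka*, a heparin-binding growth factor, had a log2 fold change of 0.87 (standard error 0.20, adjusted p = 0.0139) with Fsh alone and 0.64 (adjusted p = 0.200) with trilostane. *ezr* (ezrin), which links actin to the cell membrane, had 0.79 (standard error 0.19, adjusted p = 0.0182) and 0.82 (adjusted p = 0.0411), and *des* (desmin), an intermediate filament protein of muscle, fell in both comparisons, with -0.70 (standard error 0.15, adjusted p = 0.00754) and -0.71 (adjusted p = 0.0248). Of the 4 cell cycle genes, *ccng1* was higher with Fsh alone, at 0.63 (adjusted p = 0.0311), and the tumour suppressor *ing4* lower, at -0.86 (adjusted p = 0.0219). *ccne1* (cyclin E1) had -0.60 (adjusted p = 0.0830) and the replication helicase subunit *mcm7* -0.37 (adjusted p = 0.232), and with trilostane 3 of the 4 had an unadjusted p of at most 0.05 and 0 passed after adjustment. *amh* had -0.26 (adjusted p = 0.570) with Fsh alone. The call with trilostane ended in 18 of 40 alternative settings for *ezr* and 11 of 39 for *des*, and that with Fsh alone in 9 of 40 for *ccng1*, among them without Ctrl replicate 1 (adjusted p = 0.0829), Ctrl replicate 4 (adjusted p = 0.0512) or Fsh replicate 3 (adjusted p = 0.0895), and 8 of 40 for *ing4*. Without Ctrl replicate 4, *ccne1* had an adjusted p of 0.00376 with Fsh alone.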

**Table 3:** Representative transcripts regulated by Fsh independently of Δ4-steroid production.

*Gene Symbol*	Gene description	Lh regulation^1^	Testicular expression profile^2^	*In vivo* androgen response^3^
**Genes up-regulated by Fsh**				
*hsd3b1*	*3-HSD 1 protein*	*Yes*	*Somatic Down stage 8*	*Down*
*hmgcr*	3-hydroxy-3-methylglutaryl-coenzyme A reductase	-	-	-
*aplp1*	Amyloid-like protein 1 precursor	-	-	-
*angptl7*	Angiopoietin-related protein 7 Precursor	-	Gonia A	Down
*abca1*	ATP-binding cassette sub-family A member 1	No	Somatic	-
*ctssb1*	Cathepsin S	No	Somatic Down stage 8	-
*ctss*	Cathepsin S precursor	No	Somatic	-
*slc7a3*	Cationic amino acid transporter 3 (CAT-3)	No	-	-
*ccng1*	Cyclin-G1	-	-	-
*eftud1*	Elongation factor Tu GTP-binding domain-containing protein 1			
*ezr*	Ezrin (p81) (Cytovillin) (Villin-2)	-	-	-
*fasn*	Fatty acid synthase	-	Somatic Up stage 8	-
*fra2*	Fos-related antigen 2	No	Gonia B	-
*hgfa*	Hepatocyte growth factor activator	-	-	Down
*hk1*	Hexokinase-1	-	-	-
*krt12*	Keratin 12	No	Somatic Down stage 8	-
*galns*	N-acetylgalactosamine-6-sulfatase precursor	Yes	-	Up at day 7
*odc1*	Ornithine decarboxylase	No	Somatic	-
*mdka*	Midkine-related growth factor (Pleiotrophin related)	No	Somatic	-
*tac1*	Protachykinin 1 precursor	No	Somatic Up stage 8	-
-	Putative uncharacterized protein	No	Somatic	-
*psmd1*	Proteasome (prosome, macropain) 26S subunit, non-ATPase, 1	No	-	Up at day 7
*rbm47*	RNA-binding protein (FLJ20273), transcript variant 1	-	-	-
*rhobtb3*	Rho-related BTB domain-containing protein 3	-	Somatic	-
*slc25a4*	Solute carrier family 25 member 43	Yes	Somatic	-
*tfpi2*	Tissue factor pathway inhibitor 2	No	Somatic Down stage 8	-
-	Toxin-1	Yes	-	-

Symbol	Gene Description	Lh negative response	Testicular expression profile	*In vivo* androgen response
**Genes down-regulated by Fsh**				
rpl30	*60S ribosomal protein L30*	*-*	*-*	*-*
amh	Anti-mullerian hormone	No	Somatic Down stage 8	Down
des	Desmin	No	-	-
mcm7	DNA replication licensing factor MCM7	Yes	-	-
ccne1	G1/S-specific cyclin-E1	Yes	Somatic Down stage 8	-
cenpa	Histone H3-like centromeric protein A	Yes	Meiotic/post meiotic	-
onmydab	Homolog of Homo sapiens HLA class II histocompatibility antigen, DQB1*0602 beta chain	Yes	Somatic	-
ing4	Inhibitor of growth family, member 4	No	Somatic Down stage 8	-
onmy-uba	MHC class I heavy chain	Yes	Somatic	-
nfkb1	Nuclear factor NF-kappa-B p105 subunit	Yes	-	-
pol	Pol polyprotein (Fragment)	-	-	-
akt3	RAC-gamma serine/threonine-protein kinase	-	-	-
fcf1	rRNA-processing protein FCF1 homolog	-	-	-
**Genes down-regulated by Fsh only in the presence of trilostane**				
*zfp658*	*BC043301 protein (Fragment)*	*-*	*-*	*-*
*purg*	Purine-rich element-binding protein gamma	-	-	-
*tmem106a*	Tmem106a protein (Fragment)	-	-	Up at day 7

Up-regulated genes mostly segregated in Cluster 2 whereas down-regulated genes segregated in Cluster 5. The response to Fsh was further identified as insensitive to trilostane in pairwise comparisons (Limma statistical test, p≤5%). When the information was available, we indicated the response to Lh (**^1^**) Sambroni et al., 2013), the testicular expression profile as well as the *in vivo* regulation by androgens ((**^2^**)Rolland et al., 2009 and (**^3^**) Rolland et al., 2013). -: not determined.

For selected genes of that category (Fig. 6), the qPCR measurement provided compelling evidence that Fsh action was independent of Δ4-steroid production. The regulation by Fsh either was not inhibited by trilostane (Fig. 6A: *mdka*, *amh* and *ccnd1*), or was even amplified in the presence of trilostane (see below and Fig. 6B).

**Figure 6:**
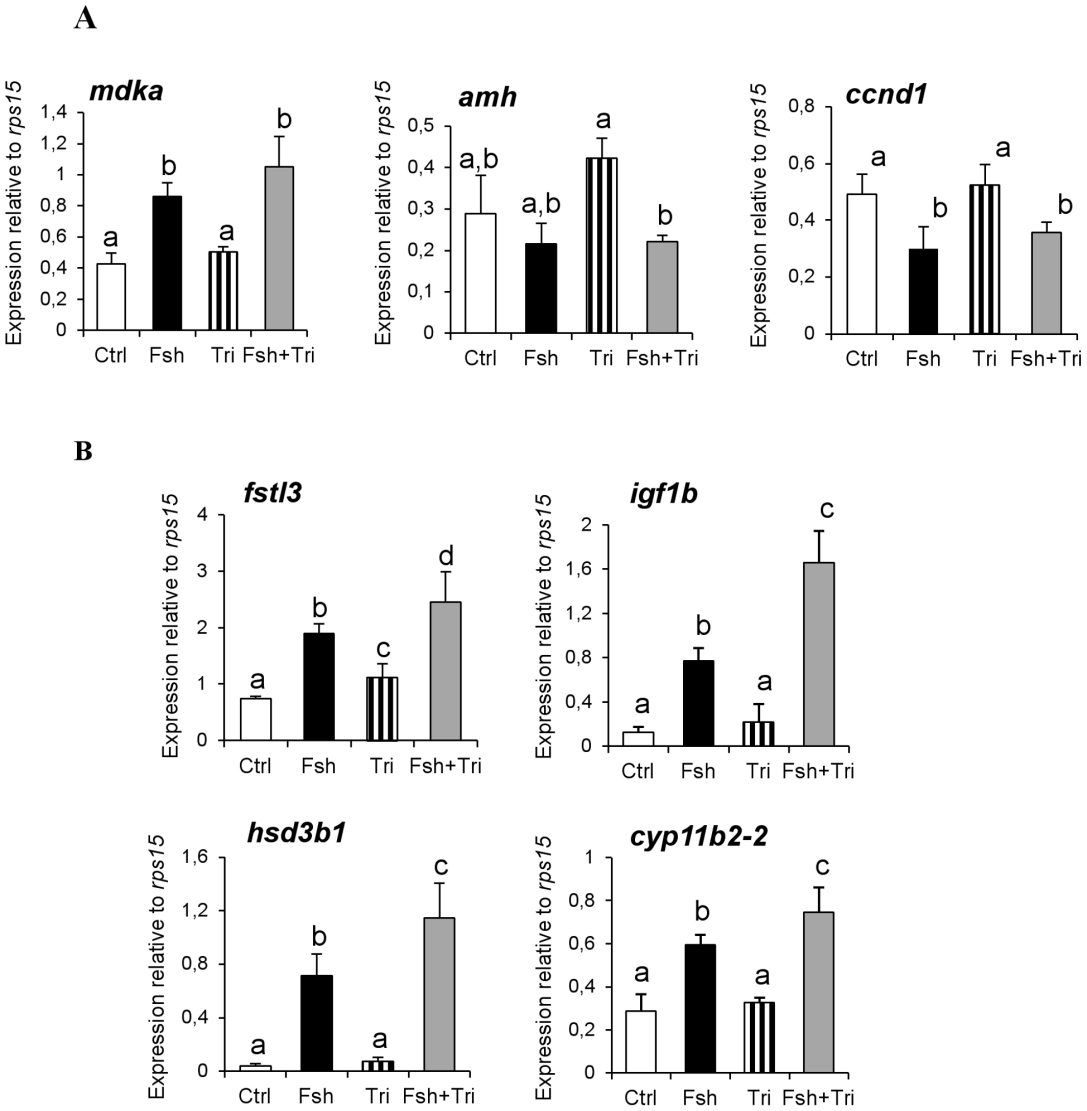
Steroid-independent action of Fsh on the steady-state level of mRNA transcripts measured by qPCR. The *mdka* and *hsd3b1* genes belong to Cluster 2 and the *amh* gene is segregated in Cluster 5. Four additional candidates previously demonstrated as being regulated by gonadotropins - *ccnd1*, *fstl3*, *igf1b/igf3* and *cyp11b2-2* - behave like genes of Cluster 2. Furthermore an increased response to Fsh in the presence of trilostane suggests an antagonism between Fsh and the Δ4- steroids. Bars represent mean ± SD of 5 to 6 replicates. Expression data were normalized to the reference gene *rps15*.

#### Fsh and steroids show cooperative or antagonistic effects on gene expression

Cluster 3 regrouped genes for which basal expression was decreased by trilostane alone, suggesting a stimulatory action of Δ4-steroids, whereas the Fsh-stimulated expression level was not modified by trilostane. This indicates that Fsh and steroids regulate similarly those genes.

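Trilostane alone lowered the mean of the 6 clones of cluster 3, with a log2 change of -0.39 (adjusted p = 0.00394, 2-sided exact permutation test of 6 against 6 arrays), and Fsh raised it in the presence of trilostane by 0.74 (adjusted p = 0.00394, same exact test). Fsh+Tri and Fsh differed by 0.04 (adjusted p = 0.576, exact test), which does not show that they were equal. With Fsh alone the difference from Ctrl was 0.31 (adjusted p = 0.0649, exact test), and it was 0.42 without Ctrl replicate 4, which lay at 0.55 against at most 0.08 for the other Ctrl arrays (adjusted p = 0.00618, exact test). The response to Fsh was larger with trilostane by 0.43 (permutation test, adjusted p = 0.000357), a call that ended on the arrays given as stage I-II alone, at 0.37. There the calls of the cluster for trilostane alone and for Fsh+Tri against Tri ended too. Among its clones, the first clone of *krt12* had a log2 fold change of 0.89 (standard error 0.18, adjusted p = 0.0184) with Fsh in the presence of trilostane and -0.59 (adjusted p = 0.187) with trilostane alone. *gpam*, which starts triglyceride synthesis, had 0.58 (standard error 0.13, adjusted p = 0.0411) and -0.29 (adjusted p = 0.502), and the cell cycle transcription factor *e2f4* 0.61 (adjusted p = 0.0567) and -0.56 (adjusted p = 0.0824). The call of *gpam* ended in 21 of 40 alternative settings. The cluster was defined by the study on these arrays, so the tests of its mean are not independent evidence of its profile.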

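Trilostane alone raised the mean of the 6 clones of cluster 4 by 0.49 on the log2 scale (adjusted p = 0.00394, 2-sided exact permutation test of 6 against 6 arrays), and Fsh raised it in the presence of trilostane by 0.47 (adjusted p = 0.00394, same exact test). With Fsh alone it differed from Ctrl by 0.04 (adjusted p = 0.851, exact test). The calls with trilostane alone and with Fsh in the presence of trilostane ended on the arrays given as stage I-II alone. For the latter these arrays are too few for the exact test to pass. *pgd*, which supplies NADPH, rose with trilostane alone, with a log2 fold change of 0.89 (standard error 0.18, adjusted p = 0.00964), and had 0.65 (adjusted p = 0.123) with Fsh in the presence of trilostane. The ammonium transporter *rhag*, a red cell membrane protein in vertebrates, had 0.68 (standard error 0.15, adjusted p = 0.0296) with Fsh in the presence of trilostane and 0.22 (adjusted p = 0.491) without it, and the zinc transporter *slc30a1* 0.79 (standard error 0.15, adjusted p = 0.00969) and 0.07 (adjusted p = 0.855). The difference between the responses was 0.71 (unadjusted p = 0.00196, adjusted p = 0.496) for *slc30a1* and 0.46 (unadjusted p = 0.0373, adjusted p = 0.603) for *rhag*, and 0.44 for the mean of the cluster (permutation test, adjusted p = 0.000726 with the mean effect of trilostane removed and adjusted p = 0.237 with it left in, where the swapped labels stand for no effect of trilostane at all). The call of *rhag* ended in 12 of 40 alternative settings, and the difference with Fsh alone was -0.04 for the cluster without Ctrl replicate 4. The study defined the cluster by its profile on these same arrays, so these tests are not independent evidence of it.

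**Figure D3:**
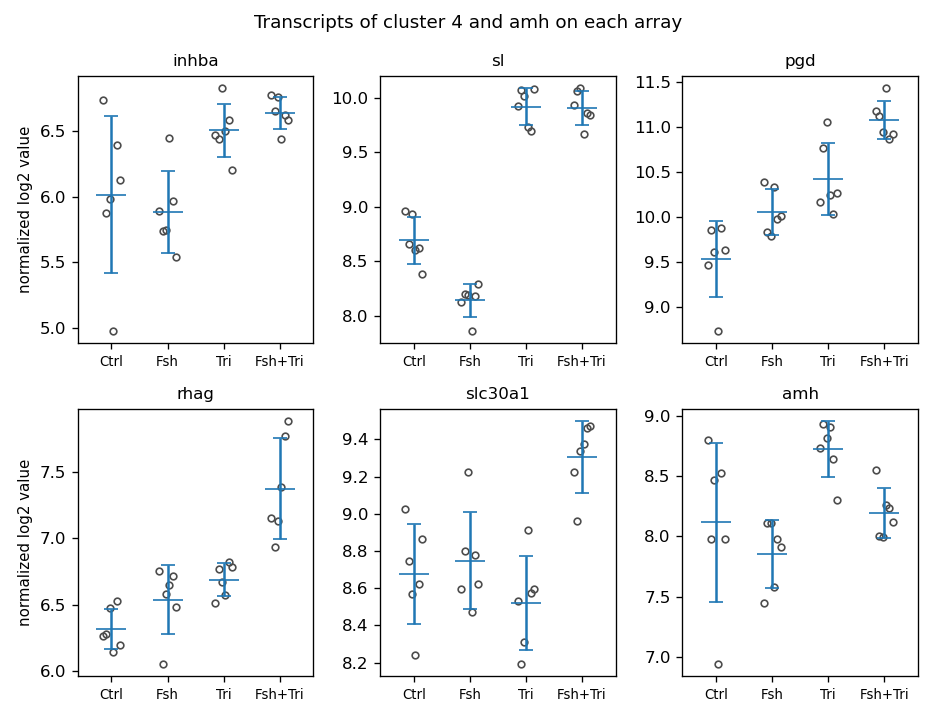
Normalized log2 value of 5 transcripts of cluster 4 and of *amh*, a transcript of cluster 5, on each array, for the 4 treatments on the horizontal axis. Points are arrays, the long dash is the mean of 6 arrays and the bars are its SD, and the vertical axis differs between panels and does not start at 0. The level of *slc30a1* was 9.31 ± 0.19 with Fsh+Tri against 8.52 ± 0.25 with Tri, and that of *pgd* 10.42 ± 0.40 with Tri against 9.53 ± 0.42 in Ctrl.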

Cluster 4 was not expected because it grouped few genes for which i) Fsh alone had no significant modulatory effect, ii) trilostane stimulated basal gene expression, possibly revealing an inhibitory action of Δ4-steroids and iii) a stimulatory effect of Fsh was observed only in the presence of trilostane. This indicates that high levels of steroids induced by Fsh could prevent or mask Fsh action on gene expression. In coherence with the microarray data, qPCR measurements confirmed a group of transcripts characterized by an amplified response to Fsh in the presence of trilostane (Fig. 6B: *fstl3*, *hsd3b1*, *cyp11b2-2* and *igf1b*).

Direct evidence of the antagonistic effects between Fsh and steroids was demonstrated by comparing the impact of androgens and Fsh *in vitro* on candidate genes: while up-regulation by Fsh was confirmed, androgen treatment significantly down-regulated *igf1b*, *star*, *hsd3b1* and *cyp11b2-2* (Fig. 5B).

### Specific effects of Fsh are not mediated through Δ4-steroid

In a previous study we showed that Fsh and Lh had both common and distinct effects on testicular transcriptome [10]. In the present study, we addressed the question of whether sex steroids mediated the common actions of Fsh and Lh, while the steroid-independent response to Fsh would correspond to genes specifically regulated by Fsh and not by Lh. To proceed to the meta-analysis, we combined data obtained in the present study with those reported previously [10] : after a step of normalization between the two experiments, we performed an unsupervised hierarchical classification including 44 arrays and the 58 clones found to be regulated by Fsh in the two studies (Fig. 7). 

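Of 52 clones of File S1 that were higher with Fsh and have a gonadotropin response listed by the paper at either stage, 17 had a response to Fsh that was smaller with trilostane at an unadjusted p of at most 0.05 from limma, and 16 of these 17 are listed as responsive to Lh. They include *vt1* and *slc26a4*, and *ndpkz3*, a nucleoside diphosphate kinase, with a difference between the responses of -0.61 (unadjusted p = 0.00332, adjusted p = 0.514), and *cebpd1*, a transcription factor of the C/EBP family, with -0.59 (unadjusted p = 0.00756, adjusted p = 0.514). *smtn*, with -0.88 (unadjusted p = 0.000532, adjusted p = 0.322), is the 1 clone listed as responsive to Fsh and not to Lh. The Lh responses are the paper's, from arrays not analysed here.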

Remarkably, we observed that the genes up-regulated by Fsh and sensitive to trilostane were also up-regulated by Lh (Cluster A). Conversely, the genes up-regulated by Fsh but insensitive to trilostane were not responsive to Lh (Cluster B).

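Among the other 35 clones, whose response was not called smaller with trilostane, 19 are listed in File S1 as responsive to Lh at either stage and 16 are not. With the labels of stage I-II alone 14 of 34 are, and with File S1's own labels of sensitivity 8 of 18. These 18 are all the clones that File S1 does not label as sensitive. They include *e2f4* and *slc30a1*, both listed for Lh and labelled as raised by Fsh only in the presence of trilostane. The 16 clones not listed for Lh include *tac1*, *mdka*, *abca1* and *tfpi2*, whose responses with trilostane differed from those without by -0.24 (adjusted p = 0.814), -0.23 (adjusted p = 0.840), -0.20 (adjusted p = 0.797) and 0.29 (adjusted p = 0.750) in limma. Those listed for Lh include *inha*, with -0.67 (unadjusted p = 0.0942, adjusted p = 0.688) and *dmrt1*, with -0.36 (unadjusted p = 0.0929, adjusted p = 0.688), both of which File S1 labels as sensitive. An Lh response was more frequent among the clones with a smaller response to Fsh under trilostane (Fisher's exact test, 2-sided, p = 0.00436), over clones that the study chose and that are not independent replicates. The difference between the responses averaged -0.45 ± 0.62 (SD, n = 35 clones) with and -0.26 ± 0.26 (SD, n = 17) without an Lh response (permutation test, p = 0.231). With Lh responses of stage I-II testes alone these means differed by -0.42 (permutation test, p = 0.00226).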

**Figure 7:**
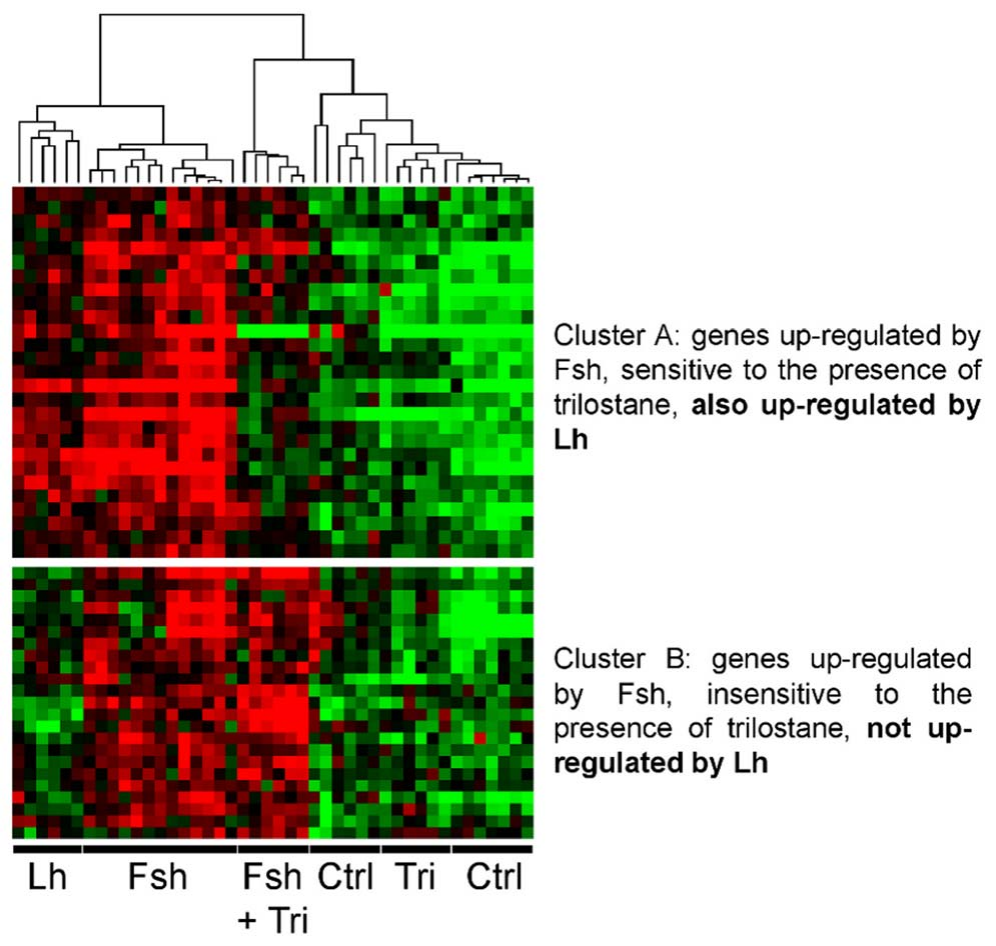
Meta-analysis: heatmap representation of the unsupervised hierarchical classification of the 58 clones found regulated by Fsh in the present study and in our previous study where Fsh and Lh effects on testicular transcriptome were measured (Sambroni et al., 2013).

## Discussion

Since both Fsh and Lh efficiently stimulate steroidogenesis in fish, deciphering their respective roles along the reproductive cycle remains a crucial question. Furthermore, whether Fsh acts directly on the spermatogenic compartment or through steroid production by Leydig cells remains unclear in many teleostean species studied so far. In this context, we addressed the question of whether the regulatory effects of Fsh on gene expression could be mediated independently of the production of biologically active steroids. Our conclusions are based on a large scale transcriptomic analysis.

To distinguish steroid-independent regulatory effects of Fsh from those mediated through the steroids, we used the trilostane, a known inhibitor of the 3β-hydroxysteroid dehydrogenase/D5-D4 isomerase (3β-HSD). Trilostane blocks the production of Δ4-steroids that include testosterone, 11 ketotestosterone, 17α,20β-dihydroxy-4-pregnen-3-one (DHP), and estradiol which are considered as the main biologically active sexual steroids in fish [29], [30]. As expected, we showed that the dose of trilostane used in the present study was effective in inhibiting the release of 11KT in the culture media, indicating that it inhibited the upstream processes in Δ4-steroid synthesis effectively. However, we cannot totally exclude the fact that the trilostane-insensitive actions of Fsh could in fact be mediated through the production of delta5 steroids, like dehydroepiandrosterone. Nevertheless, the delta 5 steroid pathway has been detected in immature trout ovaries [31], not in immature testis [32] and it is generally assumed that the biosynthesis of steroids in fish testis mainly follows the delta 4 pathway [33].

The analysis of the effects of trilostane on the changes induced by Fsh in the testicular transcriptome discloses two main mechanisms underlying the action of Fsh: the first mechanism involves the production of steroids, which in turn probably relay Fsh action. The second mechanism implies that Fsh acts independently of the Δ4-steroid mediation.

### Fsh action mediated by steroids

For specific transcripts mostly grouped in Cluster 1, the stimulatory effect of Fsh was totally or nearly suppressed when steroidogenesis was inhibited. This clearly indicates that Fsh acts indirectly on the corresponding genes through the production of sex steroids. This observation is in agreement with the steroidogenic activity of Fsh and the cellular expression of its cognate receptor on fish Leydig cells. Furthermore, several of these genes were also found to be up-regulated by androgen *in vivo* [34] or *in vitro* (this study). This supports the idea that androgens are the mediators of the effects of Fsh on those particular genes. Conversely, *in vitro* androgen treatment was unable to increase the steady-state level of mRNA of some genes (*vt1*, *wisp1* and *mmp19*) suggesting that the action of Fsh could be mediated by steroids other than 11KT and MT. Among the genes up-regulated through the mediation of steroids, we found the gonadotropin receptor transcripts, *fshr* and *lhcgr*. Although we cannot incriminate a particular steroid in the present study, our data are consistent with the androgen-induced increase of the steady-state levels of *fshr* and *lhcgr* in African catfish testis [35]. This observation combined with high gonadotropin plasma levels measured at the end of the reproductive cycle [20] could explain the large increase of *fshr* and *lhcgr* transcript expression observed in the spawning trout [17]. This finding highlights an efficient amplification loop of the gonadotropin signaling pathways at that stage.

The mediation through steroid production was also established for a few genes which were negatively regulated by Fsh. 

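*inhba* was measured by 1 clone of cluster 4. Its normalized log2 level was 6.01 ± 0.59 (SD, n = 6 arrays) in Ctrl, 5.89 ± 0.31 with Fsh, 6.50 ± 0.20 with Tri and 6.63 ± 0.12 with Fsh+Tri. The log2 fold change was -0.13 (standard error 0.19, adjusted p = 0.785) with Fsh alone, 0.13 (standard error 0.19, adjusted p = 0.841) with Fsh in the presence of trilostane and 0.49 (standard error 0.19, adjusted p = 0.389) with trilostane alone, and none of these passed in limma. Fsh+Tri was higher than Fsh alone by 0.75 (standard error 0.19, adjusted p = 0.0385).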

Among those, *inhba* encodes for the beta A subunit of activin. This subunit is part of growth factors involved in testis physiology and was previously found strongly down-regulated by androgens [34]. Another transcript in this group, *sl*, encodes for the somatolactin hormone, a fish hormone mainly expressed in the pituitary and capable to stimulate testicular androgen production in the gonads [36].

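*sl* fell with Fsh alone and rose with trilostane. Its normalized log2 level was 8.69 ± 0.22 (SD, n = 6 arrays) in Ctrl, 8.14 ± 0.15 with Fsh, 9.92 ± 0.17 with Tri and 9.91 ± 0.16 with Fsh+Tri. The log2 fold change was -0.55 (standard error 0.12, adjusted p = 0.0112) with Fsh alone and 1.23 (standard error 0.12, adjusted p = 7.42e-08) with trilostane alone in limma, and -0.01 (adjusted p = 0.983) with Fsh in the presence of trilostane. The difference between the responses was 0.54 (unadjusted p = 0.00438, adjusted p = 0.514). The call with Fsh alone ended in 3 of 40 alternative settings, among them the stage I-II arrays alone.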

We noticed that in several cases the response to Fsh was significantly reduced but not fully suppressed in the presence of trilostane. 

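Of the 31 clones whose response to Fsh was smaller with trilostane at an unadjusted p of at most 0.05, 6 still had a response with trilostane at that threshold. These were *vt1*, *mmp19*, *cth*, *etnk1*, *ctl1* and a clone for cystathionine beta-synthase, and 1 of them, *mmp19*, passed with trilostane after adjustment. The difference between the responses was -0.71 (unadjusted p = 0.00562, adjusted p = 0.514) for *cth*, -0.58 (unadjusted p = 0.0406, adjusted p = 0.613) for *etnk1*, -0.55 (unadjusted p = 0.0376, adjusted p = 0.603) for *ctl1* and -0.55 (unadjusted p = 0.0329, adjusted p = 0.594) for *mmp19* in limma. With trilostane *etnk1* had a log2 fold change of 0.64 (standard error 0.19, adjusted p = 0.155) and *ctl1* of 0.62 (standard error 0.18, adjusted p = 0.141), and *ctl1* had an adjusted p of 0.0407 without Ctrl replicate 4.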

Because in our experimental conditions the Fsh-induced steroid production was not totally suppressed by trilostane either (Fig. 1), we hypothesize that those genes are sensitive to low concentrations of steroids. However we cannot exclude a redundant regulation by Fsh and steroids for some of them, as evoked previously in mice for a few Sertoli cell transcripts [37].

Since in fish both Lh and Fsh induce steroid production, we hypothesized that the genes regulated by Fsh through steroid mediation (Cluster 1) should also respond to Lh *in vitro*. Recently, we demonstrated that Fsh and Lh have common but also distinct effects on gene expression in rainbow trout testis [10]. Our meta-analysis disclosed that a majority of Cluster 1 genes was similarly regulated by Fsh and by Lh in our previous study, supporting the idea that for those genes, Fsh acts similarly to Lh mainly through the mediation of steroids.

To highlight the biological significance of the hormonal regulations described above, we performed additional data mining to retrieve the expression profiles of the candidate genes during trout testis maturation which were previously reported [26]. We found that genes for which the action of Fsh was mediated by steroids displayed a large increase or a decrease at the end of the reproductive cycle, when both gonadotropin hormones and steroids exhibit high plasma levels in salmonids (data not shown). Such a convergence between high levels of circulating hormones and maximal or minimal gene expression levels during the reproductive cycle reinforces the physiological consistency of our data.

### Fsh action independent of steroids

Conversely, the effects of Fsh on genes grouped in Clusters 2 and 5 were maintained in the presence of trilostane, reflecting that a part of the Fsh action did not require the production of Δ4-steroid. Interestingly, in our meta-analysis, a majority of genes of this category (like *mdka*, *ctss*, *krt12* and *fosl2*) were also found preferentially up-regulated by Fsh when compared to Lh, reinforcing the idea of a steroid independent regulation. Several of these Fsh responsive genes including *amh*, *abca1*, *ezr*, *gapdhs*, *slc7a3*, *ccng1*, *cebpb*, and *fasn*, are known to be expressed in Sertoli cells in mice [38]. Furthermore, when comparing our data with those obtained in the rat after a 24 hour incubation of Sertoli cells with ovine FSH, we retrieve a number of genes (*ezr*, *hmgcr*, *odc1*, *fasn*, *des*) or pathways (Hgf system, amino acid transport, glycolysis) that are responsive to Fsh in the two studies [39]. The similarities between the regulations observed in trout and rat suggest that specific functions of Fsh would directly target Sertoli cells and have been, at least in part, conserved throughout the evolutionary process.

Our data indicate that steroid-independent effects of Fsh occurs also in Leydig cells. We noted that genes involved in steroidogenesis are induced by Fsh and not by steroids. These genes include *hsd3b1* and *star*. 

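The normalized log2 level of *hsd3b1* was 6.96 ± 0.25 (SD, n = 6 arrays) in Ctrl, 7.43 ± 0.26 with Fsh, 7.10 ± 0.22 with Tri and 7.60 ± 0.18 with Fsh+Tri. The responses to Fsh with and without trilostane differed by 0.04 (standard error 0.20, adjusted p = 0.975) in limma, and trilostane alone gave 0.14 (standard error 0.14, adjusted p = 0.818). With an unadjusted p of 0.00287 without and 0.00147 with trilostane from limma, neither response to Fsh passed after adjustment over all clones tested, apart from that with trilostane when arrays were weighted by their estimated quality (adjusted p = 0.0377). *star* was not analysed here, as no named clone represents it.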

Our data and the expression of the Fshr previously reported in fish on Leydig cells [12]–[14], [16] suggest that Fsh could act directly on gene expression in those cells.

The *in vitro* Δ4-steroid independent action of Fsh on gene expression does not exclude the fact that steroids on their own could regulate the steady-state levels of some of these transcripts. In particular, genes encoding key factors involved in steroidogenesis were up-regulated by Fsh and down-regulated by androgens *in vivo*: *star*, *hsd3b1and cyp17a1* [34] or *in vitro*: *hsd3b1*, *star* and *cyp11b2-2* (this study). Such antagonistic regulatory effects suggest a short loop feedback by high concentrations of the sexual steroids that could be essential to allow a local fine-tuning of steroidogenesis. We also noted antagonistic effects between Fsh and steroids for genes involved in early germ cell proliferation and/or differentiation like *igf1b*.

### Fsh-regulated factors and testicular functions

We gave particular attention to several transcripts regulated by Fsh independently of the mediation of steroids, as they encode growth factor related products or cytokines, that may be key factors in the mechanism of Fsh action on germ cell proliferation/differentiation or on Leydig cell functions. In this category, we can cite anti-mullerian hormone (*amh*), insulin-like growth factor 1b (*igf1b*), hepatocyte growth factor activator (*hgfa*), follistatin-like 3(*fstl3*) and midkine (pleiotrophin related) (*mdka*). 

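*hgfa* rose with Fsh in the presence of trilostane, with a log2 fold change of 1.00 (standard error 0.19, adjusted p = 0.00969) in limma, and had 0.63 (standard error 0.19, adjusted p = 0.0885) with Fsh alone. Its normalized log2 level was 9.32 ± 0.15 (SD, n = 6 arrays) with Fsh+Tri and 8.32 ± 0.34 with Tri. In Ctrl it was 8.05 ± 0.47, where replicate 4 lay at 7.12 and the other arrays between 8.14 and 8.42. *mdka* stood at 9.09 ± 0.50 in Ctrl, 9.96 ± 0.39 with Fsh, 9.59 ± 0.36 with Tri and 10.23 ± 0.21 with Fsh+Tri, and its call with Fsh alone ended in 4 of 40 alternative settings, among them without Ctrl replicate 1 (adjusted p = 0.0569). *igf1b* and *fstl3* were not analysed here.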

Except for *igf1b*, they are also found expressed in the mouse gonad [40]–[42].

Amh is known to prevent spermatogonial proliferation and differentiation in fish [43], [44]. Here, the down-regulation by Fsh of *amh* transcript was found to be insensitive to trilostane and therefore independent of Δ4-steroid production. This observation is consistent with the inability of androgens in regulating *in vitro amh* expression in trout (not shown) and in zebrafish [44] but in contradiction with 11KTdecreased amh mRNA levels in eel [43].

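The normalized log2 level of *amh* was 8.12 ± 0.66 (SD, n = 6 arrays) in Ctrl, 7.86 ± 0.28 with Fsh, 8.72 ± 0.23 with Tri and 8.19 ± 0.21 with Fsh+Tri. With Fsh in the presence of trilostane the log2 fold change was -0.53 (standard error 0.21, adjusted p = 0.348) in limma, and with trilostane alone 0.61 (standard error 0.21, adjusted p = 0.260). The responses to Fsh with and without trilostane differed by -0.27 (standard error 0.29, adjusted p = 0.829). The response with trilostane passed when arrays were weighted by their estimated quality (adjusted p = 0.0435).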

Igf1b (also named Igf3) is a new member of the Igf family which is preferentially expressed in teleost gonad [45]. Previous studies had demonstrated that Fsh and recombinant Igf1 stimulated spermatogonia proliferation in trout [21], [46]. More recently, we found that Fsh stimulated the expression of the *igf1b* gene (but not *igf1a* or *igf2*) suggesting that this Igf form is a major mediator relaying the Fsh action on trout spermatogonia proliferation [10].A similar conclusion was reached in zebrafish (Schulz and col., unpublished data). In the present study, high levels of androgens decreased the level of *igf1b* transcript. (Note that estrogens and the progestin DHP also down-regulate the gonadal *igf1b* mRNA level in zebrafish and tilapia [47]–[49]). The negative influence of androgens on the *igf1b* transcript in rainbow trout may therefore limit the accumulation of spermatogonia during the mid and late testicular stages. In addition, we previously showed that administration of androgens tended to stimulate the expression of germ cell genes involved in meiotic differentiation [34]. Altogether, our data suggest a sequential cooperation between Fsh and sex steroids in trout: a primary function of Fsh in prepubertal males would be to stimulate the active accumulation of spermatogonia; in animals undergoing pubertal maturation, the increasing production of steroids would limit the proliferation of spermatogonia and favor their differentiation.

Hgf, which is activated upon endoproteolysis by Hgfa, was shown to block apoptosis and stimulate the proliferation of germ cells in the prepubertal rat testis [50]. Fstl-3 is a glycoprotein that binds and inhibits the action of TGFβ ligands such as activins, which have numerous developmental and regulatory activities within the gonads. The role of midkine/pleiotrophin family, secreted heparin-binding cytokines, in the regulation of testicular function, is unknown in fish and poorly documented in vertebrates. However an interesting study reported an increase of germ cell apoptosis in mice having a dominant negative mutation of pleiotrophin [51]. Midkine increases activity of mitotic pathways in primordial germ cells in vitro, keeping them in a proliferative, less differentiated state [41]. Considering their functions, these 3 factors point to new strong candidate pathways that could specifically mediate Fsh regulation of germ cell survival or proliferation in fish.

In summary (Fig. 8), this study provides the first large scale evidence that Fsh controls gene expression in fish testis through two different mechanisms: the first one requires the production of steroids whereas the second mechanism requires a steroid-independent pathway. We point out new candidate pathways that could be involved in the primary effects of Fsh on early spermatogonial and/or Sertoli cell proliferation in trout, then on meiosis initiation, when Lh is not yet secreted. Finally, a few cooperative or antagonistic effects between Fsh and sex steroids are demonstrated. We anticipate that the knowledge gained from this study will provide new insights on the specific role of Fsh and on its cooperation with steroids in regulating fish spermatogenesis.

**Figure 8:**
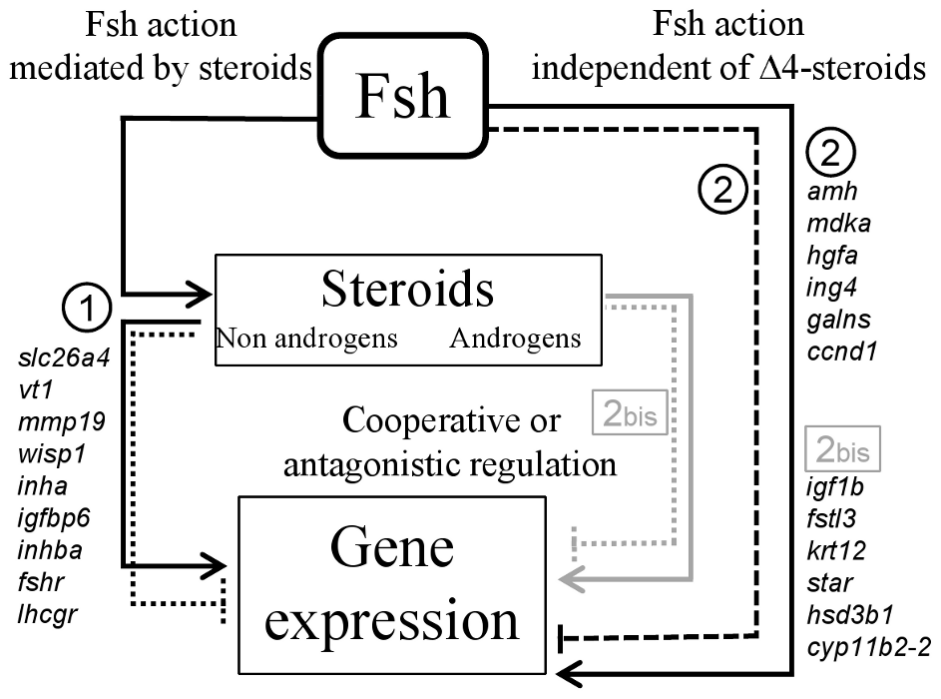
Summary of the mechanisms underlying Fsh action on gene expression in rainbow trout testis. 1- The primary action of Fsh is to stimulate steroidogenic cells to produce steroids which in turn regulate gene expression. 2- Fsh exerts specific regulatory effects independently of steroid mediation. 2 bis- In some cases steroids could have either an antagonistic or a redundant effect on gene expression. Plain lines with an arrow head indicate stimulatory effects whereas dotted lines illustrate inhibitory effects.

## Supporting Information

Table S1 **Sequences of primers used in qPCR experiments.** The gene symbol, the accession number and the sequence of forward and reverse primers (5′-3′) used for qPCR measurements are indicated.
(DOCX)

File S1 **Steroid-mediated and steroid–independent actions of Fsh on gene expression.** The searchable excel file summarizes the effect of trilostane on the Fsh responsiveness of 102 testicular genes found to be regulated using the microarray approach (Clusters 1 to 5) and provides a comprehensive annotation including “Clone Name”, “Gene Symbol”, “Gene name”, GeneOntology terms and IDs (“Biological process”, “Molecular function” and “Cellular component”). Additional information, extracted from previous studies, is also reported and includes Lh responsiveness at stage I–II and stage III (Sambroni et al., 2013), testicular expression profile (Rolland et al., 2009) and androgen responsiveness (Rolland et al., 2013). The file also provides the quantile-quantile normalized expression data (Log-2 transformed) of the 102 clones found to be significantly regulated.
(XLSX)

# Supplementary material for: Fsh Controls Gene Expression in Fish both Independently of and through Steroid Mediation
**Source:** PLoS One. 2013 Oct 23;8(10):e76684. doi: 10.1371/journal.pone.0076684
**Supplement:** Table S1 — Sequences of primers used in qPCR experiments. The gene symbol, the accession number and the sequence of forward and reverse primers (5′-3′) used for qPCR measurements are indicated.

**Table S1:** Sequences of primers used for q-PCR experiments.

| **Gene symbol** | **Acc number** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- |
| *rps15 (ref)* | [ACO08621](http://www.ncbi.nlm.nih.gov/protein/ACO08621) | CCTGGGGGAGTTCTCTATCACCT | GGGATGAAACGGGAAGAATGTGT |
| *fshr* | [AF439405](http://www.ncbi.nlm.nih.gov/nuccore/AF439405) | TCAGTCACCTGACGATCTGCAA | TCCTGCAGGTCCAGCAGAAACG |
| *lhcgr* | [AF439404](http://www.ncbi.nlm.nih.gov/nuccore/AF439404) | CTTCTCAACCTCAATGAAATCTTC | GGATATACTCAGATAACGCAGCTT |
| *igf1b* | [CX025953](http://www.ncbi.nlm.nih.gov/nucest/CX025953) | GTGTGGAGACCGTGGATTTT | CACAATTCCCTTCCCTCTCA |
| *igfbp6* | [DQ190459](http://www.ncbi.nlm.nih.gov/nucleotide/80972566) | GCTCAATAGTGTTCTGCGTGG | CTTGGAGGAACGACACTGCTT |
| *star* | [AB047032](http://www.ncbi.nlm.nih.gov/nuccore/AB047032) | GAGTTGTTAGGGCAGAGAAC | CAACCCTTTAAATCTATGCTTA |
| *hsd3b1* | [S72665](http://www.ncbi.nlm.nih.gov/nuccore/S72665) | TACAGTGCCTGGAAGAGATCAGA | ACCCTGTGAAGCTCACTGTATAA |
| *cyp11b2-2* | [AF217273](http://www.ncbi.nlm.nih.gov/nuccore/AF217273) | CTGGGACATGTGTCCAGGCA | CTGGATCCTGAAACACGTCA |
| *fstl3* | [NM_001160487](http://www.ncbi.nlm.nih.gov/nuccore/238231552) | ACCGCTGAAGTCCGAGTTGC | GCAGGTGGCTCTGTGGAGGT |
| *amh* | [Q5XZF0](http://www.ncbi.nlm.nih.gov/protein/Q5XZF0) | GGGAATAACCATGCTATCCTGCTTAA | CTCCACCACCTTGAGGTCCTCATAGT |
| *inha* | [Q9DED3](http://www.ncbi.nlm.nih.gov/protein/Q9DED3) | CCAGCTCTGACTCTACCTGTGAT | CCTGGTTGTCGAGGGAGGATTG |
| *inhba* | [D88463](http://www.ncbi.nlm.nih.gov/nuccore/D88463) | AGGGCAAGGTGAACATACAG | CCTCGTGTCCACCATCTTCTC |
| *inhbb* | [AB044566](http://www.ncbi.nlm.nih.gov/nuccore/AB044566) | GTTTCGCAGAGACAGATGAG | GTCACATACAGGTGCTGGTT |
| *slc26a4* | [NM_001165915](http://www.google.fr/url?sa=t&rct=j&q=NM_001165915.1&source=web&cd=1&cad=rja&ved=0CC8QFjAA&url=http%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fnuccore%2FNM_001165915.1&ei=RY0TUtuvA4H40gW1uoHICw&usg=AFQjCNF7jkd5LmjA34lqqOBmT8p3g8xJxA) | CGGCACAAACATATACAGGAA | CCACCGTGACTCTCAATCGTTCT |
| *vt1* | [CA375992](http://www.ncbi.nlm.nih.gov/nucest/CA375992) | GAGGCTGGAGGAAGAGTGTG | TTCTGTTTGCTGGGTGACTG |
| *mmp19* | [BX081049](http://www.ncbi.nlm.nih.gov/nucest/BX081049) | AGTTCTGAGGGAGTGTGTGG | TGTTGTGAGGGATAGGAAGG |
| *mdka* | [AF149802](http://www.ncbi.nlm.nih.gov/nuccore/AF149802) | CAGTGTTCTTGGTCTGCCTAA | CTTGGTCTTGACTCCAGTTGA |
| *wisp1* | [BX868220](http://www.ncbi.nlm.nih.gov/nucest/BX868220) | TTCAACTCAACAGGAAGAGC | AACTCAAGGAGGGTCAAGAT |
| *ccnd1* | [CA374091](http://www.ncbi.nlm.nih.gov/nucest/CA374091) | GTCCCTTTAACTGCAGAGAAGT | ATCGTGAGGTGTTACTGATGCT |

How the deposited data were processed for this re-analysis (not part of the article)

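Steady-state levels of transcripts were measured in rainbow trout testis explants on nylon membrane arrays of cDNA clones, on 24 arrays after 96 h of culture (Ctrl, Fsh, Tri and Fsh+Tri, 6 each) and on 3 arrays of tissue at day 0 (T0). The treatment and replicate of each array come from the sample labels and were checked against the paper, and the maturity stages come from the labels alone.

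The authors deposited the intensity of each spot of each array as their image software gave it, in a newer version for Ctrl replicate 3, Fsh replicate 3, Tri replicates 1 and 3 and T0 replicate 1 and in an older one for the others. The authors' log2 values, deposited as 1 table, are this intensity divided by the signal of a vector oligonucleotide, multiplied by the median of that signal, brought to log2 and quantile normalized, as their methods describe. The signal of the oligonucleotide and a local background were not used here, so that these steps could not be repeated, and the deposited log2 values were the input, as had been set for that case. A value on at least 80% of the cultured arrays stood in for the methods' filter on spotted cDNA. Columns of samples not used number 0. For arrays, precision is limited by their number.

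Rows of water and of a vector control (192) were left out, and 427 rows held a value on Ctrl replicate 3 only. A clone was tested when the mean of at least 1 treatment was at or above the median of the experiment. A linear model with a mean for each treatment and 1 shared estimate of the spread was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). The contrasts were Fsh minus Ctrl, Fsh+Tri minus Tri, Tri minus Ctrl, Fsh+Tri minus Fsh, and the response to Fsh with trilostane minus that without, each adjusted by Benjamini-Hochberg with a threshold of 0.05. Clones responsive to Fsh had a fold change of at least 1.5 in either comparison with Fsh and passed limma's moderated F-test over both at an FDR of 1%, adjusted over the clones past the fold filter. A clone higher with Fsh counted as sensitive to trilostane where the difference of its responses was below 0 at an unadjusted p of at most 0.05. The paper gives this threshold and limma for its pairwise comparisons, and its text does not name the pair. Cluster means were compared by 2-sided exact permutation tests, adjusted over 20 tests. The difference of their responses was tested after the data were seen, with all swaps of the trilostane labels among arrays of the same Fsh dose once the mean effect of trilostane over both doses was removed, adjusted over 5 tests. The effect of culture was fitted over all 27 arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

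The procedure was tested on simulated data of 4508 clones with the measured spread. Of clones changed 1.5-fold, 64% were recovered as responsive to Fsh, and of those changed 2-fold 100%. Where a response was lost with trilostane, the difference of the responses was recovered for 8% of clones at 1.5-fold and 72% at 2-fold. Of unchanged clones, 15 were called responsive, which is more than 1% of the clones called. Of 200 simulated cluster means with an effect of trilostane of 0.7 and an SD of 0.15 between arrays on the log2 scale, the permutation test of the difference of the responses called 6.5% where there was none and 87% where it was 0.4, and 0% of either with the effect of trilostane left in. All simulated groups had the same SD, whereas Ctrl of cluster 2 had 0.31 against at most 0.11 in its other groups. The 6.5% thus need not hold for these data. Simulated clones varied independently of each other.

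The tests, the rule for the genes named in the text, 20 gene lists and the alternatives not marked otherwise were set before the data were examined. The rule takes the genes the paper names for the arrays through their clones in File S1, the 10 named clones with the largest change in each direction per contrast, up to 4 members of each list described, and *rps15*. The values that File S1 prints for its 102 clones had been seen when the rule was written. Which of these genes to describe, the tally of the gene groups of the paper's text, the test of the difference between cluster responses and a tree of File S1's values were chosen after values had been seen. A list was tested with limma's camera, with a preset correlation of 0.01, where at least 5 named clones matched it by the symbols and descriptions of File S1. A wider match, by the names in the paper's text too, was made after values had been seen and was run first, and the match was then set back to the rule. Alternatives covered the filters, normalization, covariates, array weights, the order of adjustment, the linkage of the tree, and leaving out each array. Clones outside File S1 have no name here, no genome coordinates were used, the Lh labels are the paper's, and the measurements by qPCR and of hormones were not analysed here. Of the genes the paper names and of the gene lists, 1 each is not reported here.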

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

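Tests chosen after the result was seen were those of a faint hybridization, of the spread between arrays and what it adds to the fold changes, of the normalization of the value table, of the difference between cluster responses, the splits with the effect of trilostane removed and the second draw of those with it left in, the settings that leave out both replicates 4 or the arrays read with the newer software, and the comparison of replicates 4 with other pairs of arrays.

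In 27 of 236 groups of 6 arrays, for the 5 cluster means and 54 named clones, 1 array lay farther from the others, as the gap to its neighbour over the whole range, than Dixon's 95% critical value, where chance gives about 1 in 20. In 11 of these groups it was Ctrl replicate 4, with a ratio of 0.747 for the mean of cluster 1, 0.628 for the mean of cluster 3, 0.676 for the mean of cluster 4, 0.672 for *cth*, 0.810 for *inha*, 0.653 for *ctl1*, 0.707 for *fdps*, 0.781 for *hgfa*, 0.740 for the second clone of *krt12*, 0.640 for *pgd* and 0.688 for the first clone of *onmy-uba*. Other ratios were 0.655 for the apolipoprotein clone (Ctrl replicate 3), 0.632 for the apolipoprotein clone (Tri replicate 6), 0.76 for *fblim1* (Fsh+Tri replicate 6), 0.814 for *ndpkz3* (Tri replicate 1), 0.639 for *nr2f2* (Tri replicate 6), 0.656 for *dmrt1* (Fsh+Tri replicate 3), 0.840 for *plg* (Fsh replicate 4) and 0.641 for *plg* (Fsh+Tri replicate 3). The remaining ones were 0.783 for *ccng1* (Fsh replicate 3), 0.674 for *mcm7* (Fsh replicate 4), 0.653 for *gpam* (Fsh+Tri replicate 1), 0.646 for the second clone of *krt12* (Fsh replicate 2), 0.633 for *odc1* (Tri replicate 3), 0.630 for *sl* (Fsh replicate 4), 0.660 for *onmydab* (Fsh+Tri replicate 4) and 0.669 for *psma4* (Fsh+Tri replicate 3).

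The response to Fsh with trilostane minus that without was -2.47 for *vt1*, -0.99 for the apolipoprotein clone and -2.20 for *slc26a4*, each past the adjusted threshold in limma. For cluster means it was -0.51 in cluster 1, -0.30 in cluster 2, 0.43 in cluster 3 and 0.44 in cluster 4, each past the threshold when trilostane labels were permuted with the mean effect of trilostane removed, and cluster 4 not with it left in. For cluster 2 it was -0.19 without Ctrl replicate 4, and its call ended there and without any 1 of Ctrl replicates 1 and 5, Fsh replicates 3, 5 and 6, Tri replicates 1, 2, 3 and 5 and Fsh+Tri replicates 4 and 5. The study formed the clusters on these same arrays, so the calls for cluster means are not independent evidence of a difference, its size or its direction. Between day 0 and control culture, which the paper does not report on, 1069 clones passed, and 36 clones responsive to Fsh lie outside the 102 clones of File S1.

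For clones that responded to Fsh, to trilostane alone or to culture, chance is argued against for each count. Among 100 splits of the arrays drawn (84, all there are, for culture), 1, the real one, gave a count as large. The real count and the highest of the other splits were 127 against 21 for clones responsive to Fsh, 95 against 14 for those higher with Fsh, 99 against 39 for Fsh alone, 16 against 1 for Fsh in the presence of trilostane, 26 against 1 for trilostane alone and 1069 against 443 for culture. Swaps of the trilostane labels with its effect left in ask whether trilostane had any effect, not whether the responses to Fsh differ. In 100 such splits, of which 1, the real one, was as large, the counts were 3 against 1 for the difference of the responses and 31 against 24 for clones sensitive to trilostane. In a second draw of 100 they were 3 against 49 and 31 against 32, with 2 splits as large for each, and the split with 49 had relabelled 4 Tri arrays and 0 Fsh+Tri arrays, which by construction turns an effect of trilostane into a difference of the responses. With the mean effect of trilostane removed from each clone they were 3 against 1 and 31 against 18, with 1 of 100 splits as large, the real one. This argues against chance for both counts, within 1 draw of 100. For the difference of the responses, the 2 draws with the effect left in had highest counts of 1 and 49. A draw of 100 thus does not fix how rare larger counts are. Without Ctrl replicate 4 the clones sensitive to trilostane were 20 against 33 with the effect left in, with 4 of 100 splits as large, and 21 against 19 with it removed, with 1 as large, and the difference of the responses gave 4 against 1 with it removed.

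Ctrl replicate 4 stood apart from the other arrays of its group, with a median correlation of 0.865 with them. Fsh replicate 4 did so less, with 0.917, and Ctrl replicate 1 also had 0.917 with the other Ctrl arrays. Exchanged labels are argued against by the cluster 1 mean of Ctrl replicate 4, -0.36 against 0.83 on the lowest of the other Fsh arrays. Uneven hybridization of both replicates 4 is argued against by the share of the variance of spot deviations that lay between blocks of the membrane. It was 13.2% on Ctrl replicate 4 and 8.45% on Fsh replicate 4, both below the median of the cultured arrays. The highest share, 51.8%, was that of Ctrl replicate 1. A faint hybridization is argued against by the median spot intensity of both replicates 4, 1.95 times the median of the other Fsh arrays for Fsh replicate 4 and 1.03 times that of the other Ctrl arrays for Ctrl replicate 4. Differences in RNA quality or between wells stay open as untested, and no biological explanation was tested.

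Fewer clones passed for Fsh in the presence of trilostane than without it, which turned around when each pair of groups was fitted alone, with 63 clones in the presence of trilostane and 37 without. The order of these counts thus depended on which arrays gave the estimate of the spread. With all arrays 16 clones passed in the presence of trilostane, and 56 without Ctrl replicate 4, which is in neither of the groups compared. A larger spread with trilostane is argued against by a median SD of clones 0.813 times that without it (between 0.780 and 0.899 when 1 array was left out). Replicates 4 as the whole cause are argued against by counts still 1.86 times apart without them. Equally large responses cannot be told apart from unequal ones, since the variance of the fold changes was 1.49 times as large without trilostane (a ratio reached in 4 of 100 splits, the highest at 1.89), while the variance that the spread between arrays adds was itself 1.63 times as large, and less that variance 0.0324 (0.0278 to 0.0394 without 1 array) was left without and 0.0243 (0.0189 to 0.0297) with trilostane. A need for Δ4-steroids in part of the response and the stage labels, which differ between the groups, also stay open.

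Of the 36 responsive clones outside File S1, 86.1% stayed responsive with the quantile normalization of File S1, which argues against the normalization of the table, and 86.1% with the version of the image software as a covariate, which argues against that version. Without both replicates 4, 47.2% stayed, as had been predicted if these arrays were the cause, but 14 of 36 pairs of 1 Ctrl and 1 Fsh array left as few or fewer when left out (at most 75.0%), so that these arrays cannot be told apart from others as the cause. With p-values adjusted before the fold filter, 0 of the 36 stayed, where limma's F-test gave 56 responsive clones in all. The share was 25.0% with the stage label as a covariate and 44.4% without the arrays read with the newer software, and 22.2% with eBayes on the clones past the fold filter, which called 98 clones, 90 of them in File S1, so that the choices of the test stay open. No biological explanation was tested, as these clones have no names here.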

How the results depend on the processing

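Settings chosen after the data were seen were the normalization of File S1, spot intensities centred on the array median, the software version as a covariate, the fit without the arrays read with the newer software, leaving out both replicates 4, eBayes on the clones past the fold filter, the wider match of lists, and leaving in the effect of trilostane when its labels were permuted.

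Of 20060 alternative values for 501 results of named clones, 18865 kept direction and side of the threshold, 589 lost and 223 gained a call, 383 changed sign with no call in either setting, and 0 reversed a limma call. Most of the 501 results were not called as reported, so their values could not lose a call. Of the named clones, 75 passed for Fsh alone, 16 with trilostane present, 3 for trilostane and 3 for the difference. In culture 40 rose and 17 fell. The cause of the changes below was not tested except where it is named.

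On the arrays given as stage I-II alone, which are fewer, 27 clones were responsive to Fsh, 25 of them higher, and 10 were sensitive to trilostane. There 22 clones passed for Fsh alone, 0 for Fsh with trilostane in limma (146 at an unadjusted p under 0.05), 14 for trilostane, 1 for the difference of the responses and 240 for culture, with 1 T0 array assumed to vary like the other groups. Adjusting before the fold filter gave 56 responsive clones (53 higher), no fold filter 58 (54 higher), and an adjusted p for sensitivity 3 sensitive clones. With only the groups compared in the fit, 37 clones passed for Fsh alone, 63 for Fsh with trilostane, 16 for trilostane and 586 for culture. For Fsh with trilostane the count was 9 with the stage label as a covariate, 84 with array weights, 8 without the arrays read with the newer software and 57 without both replicates 4, and for trilostane alone 12 without the newer software. On spot intensities centred on the array median, 86 responsive clones were higher and 8 lower with Fsh (95 and 32 as reported), and for Fsh with trilostane both the 24 arrays normalized together and the normalization of File S1 gave 13 higher and 4 lower (15 and 1 as reported).

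With the replicate number as a replicate block, 10 clones passed for Fsh with trilostane, and other totals moved by less than 1.5 times. The numbers do not pair the arrays, since 4 of 36 pairs of the same number had deviations correlated above 0.1 and 1 of 24 arrays correlated best with its own number. Paired by number, the smallest p of the exact test is 0.03125, and after adjustment calls ended at unchanged log2 values of 0.91, 0.40 and -0.69 for cluster 1 (Fsh minus Ctrl, Fsh+Tri minus Tri, Fsh+Tri minus Fsh), 0.81 and 0.51 for cluster 2 and -0.52 and -0.57 for cluster 5 (Fsh minus Ctrl, Fsh+Tri minus Tri), -0.39 and 0.74 for cluster 3 (Tri minus Ctrl, Fsh+Tri minus Tri) and 0.49, 0.47 and 0.93 for cluster 4 (Tri minus Ctrl, Fsh+Tri minus Tri, Fsh+Tri minus Fsh). On the stage I-II arrays alone, where the smallest p is between 0.00476 and 0.100, which allows no call of Fsh+Tri minus Tri or Fsh+Tri minus Fsh, calls of the same comparisons ended at 0.95, 0.35 and -0.74 for cluster 1 (Fsh minus Ctrl, Fsh+Tri minus Tri, Fsh+Tri minus Fsh), 0.82 and 0.49 for cluster 2 and -0.55 and -0.47 for cluster 5 (Fsh minus Ctrl, Fsh+Tri minus Tri), -0.37 and 0.66 for cluster 3 (Tri minus Ctrl, Fsh+Tri minus Tri) and 0.53, 0.45 and 0.96 for cluster 4 (Tri minus Ctrl, Fsh+Tri minus Tri, Fsh+Tri minus Fsh).

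Without both replicates 4 the log2 change was -0.25 for cluster 1 with trilostane and 0.41 for cluster 3 with Fsh, both then called, and -0.052 for cluster 4 with Fsh. On centred spot intensities Fsh+Tri minus Fsh was 0.058 in cluster 2 and 0.23, then called, in cluster 5, and Fsh minus Ctrl -0.000999 in cluster 4. The change of cluster 5 with trilostane was called at 0.20 with the 24 arrays normalized together, 0.20 with the normalization of File S1 and 0.20 on its printed values. The adjusted Rand index was 0.674 with complete linkage, 0.372 with centred Pearson distances and 0.352 with centring on Ctrl, and the difference between Lh groups -0.42 with the stage I-II labels. For the MHC list, camera's adjusted p with an estimated correlation was 0.175 for Fsh alone, 0.192 with trilostane present and 0.175 for trilostane (0.175 to 0.983 over all contrasts and 0.233 to 0.983 with the wider match). With the preset correlation and the wider match it was 0.00915, 0.0250 and 0.00915 (0.00915 to 0.974 over all contrasts), and the list of Sertoli cell markers, then of 6 clones, had 0.00150 for Fsh alone (0.233 estimated).

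Without 1 array in turn, 20 clones (without Ctrl replicate 4) to 48 (without Ctrl replicate 3) were sensitive to trilostane, 2 (without Fsh replicate 5) to 5 (without Ctrl replicate 3) passed for the difference of the responses, and 8 (without Tri replicate 1) to 56 (without Ctrl replicate 4) for Fsh with trilostane, with 9 to 10 without Tri replicate 2, 3 or 4 or Fsh+Tri replicate 1, 2, 3 or 6. Cluster changes ranged from -0.25 to -0.14 (cluster 1, trilostane; called without Ctrl replicate 4), -0.13 to -0.082 (cluster 2, Fsh+Tri minus Fsh; called without Fsh replicate 2), 0.27 to 0.42 (cluster 3, Fsh; called without Ctrl replicate 4 or Fsh replicate 2), -0.00284 to 0.061 (cluster 3, Fsh+Tri minus Fsh), -0.044 to 0.068 (cluster 4, Fsh) and 0.090 to 0.21 (cluster 5, trilostane; called without Ctrl replicate 3). All other totals stayed within 1.5 times, and all other calls of the pairwise cluster comparisons held without any 1 array.

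The difference of the responses of cluster means ranged, without 1 array in turn, from -0.37 to -0.19 in cluster 2, smallest in size without Ctrl replicate 4, where its call ended, as it did without any 1 of Ctrl replicates 1 and 5, Fsh replicates 3, 5 and 6, Tri replicates 1, 2, 3 and 5 and Fsh+Tri replicates 4 and 5, and from -0.099 to 0.020 in cluster 5, above 0 without Ctrl replicate 4. The calls in clusters 1, 3 and 4 held without any 1 array. Paired by number in the replicate block, calls ended at -0.51, -0.30, 0.43 and 0.44 in clusters 1 to 4, and with the effect of trilostane left in at 0.44 in cluster 4. In cluster 2 the call also ended at -0.34 on the stage I-II arrays, -0.21 on centred spot intensities, -0.23 with the software version as a covariate and -0.20 without both replicates 4, and in cluster 3 at 0.37 on the stage I-II arrays. In cluster 5, with no call, the sign changed to 0.0060 without division by the vector signal, 0.073 on the stage I-II arrays and 0.054 on centred spot intensities.

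The number of clones lower with Fsh moved more than the totals. Of the responsive clones it was 32 as reported, 59 without Ctrl replicate 4, 20 without Fsh replicate 4, 51 with array weights, 56 without both replicates 4, 19 without the newer software, 19 with eBayes on the clones past the fold filter, 21 without division by the vector signal and 50 at an FDR of 5%. For Fsh alone it was 17 as reported, 56 without Ctrl replicate 4, 32 without Fsh replicate 1, 41 with array weights and 41 without both replicates 4, and 8 to 11 without Ctrl replicate 1, 5 or 6, Fsh replicate 4, 5 or 6 or Fsh+Tri replicate 5, without the expression filter, with the stage label as a covariate, on centred spot intensities or without the newer software, and 2 on the stage I-II arrays alone and 2 with only the groups compared.

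Not run were the methods' steps from the spot files, normexp background correction and the filter on the vector signal, whose inputs were not used here, centring of the value table, done on spot intensities instead, and averaging the clones of 1 gene, which leaves too few genes on the MHC list. The number of arrays and a spot's signal over background, not measured here, limit which small changes were called.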

Differences from the paper's values

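Comparisons chosen after values had been seen are those of the single genes and of the gene groups of the paper's text. Of 2 counts stated in the paper's text and 10 cluster means read by eye from Fig. 3, 0 and 0 differed from the values found here by more than the error and 1.5 times. This margin is wide. The cluster means found here lay between 0.698 and 1.96 times Ctrl, so it can miss whether a cluster responded. It also passes 127 responsive clones here against 102 in the paper, although 36 of the 127 lie outside File S1 and 11 of the 102 were not called. The count of responsive clones used the paper's thresholds of fold change and FDR.

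The paper states that *amh*, which it also measured by qPCR (not analysed here), is lowered by Fsh. With Fsh alone its log2 fold change was -0.26 (unadjusted p = 0.218, adjusted p = 0.570) in limma, between -0.50 and -0.05 in the alternatives, and none of these called it. With Fsh in the presence of trilostane it was -0.53 (unadjusted p = 0.0155, adjusted p = 0.348), between -0.69 and -0.45 in the alternatives, and it was called with array weights, an alternative set before the data were examined. The paper names *inhba*, which it also measured by qPCR (Fig. 4), among genes lowered by Fsh through steroids, as does its File S1, and places it in cluster 4, for which it states no significant effect of Fsh alone. In the array values its log2 fold change was -0.13 (unadjusted p = 0.509, adjusted p = 0.785) with Fsh alone, between -0.45 and 0.02 in the alternatives, with no call in any, as the paper states for the cluster. *sl*, which the paper names beside it, fell with Fsh alone, with -0.55 (adjusted p = 0.0112). *hsd3b1*, which the paper places among the genes raised by Fsh and also reports as raised by qPCR, had 0.46 (unadjusted p = 0.00287, adjusted p = 0.0903) with Fsh alone and no call in any alternative, and its larger fold change of 1.41 lay under 1.5. With Fsh in the presence of trilostane it was called with array weights, also set before the data were examined. On the values printed in File S1, 9 of its 102 clones have fold changes under 1.5 in both comparisons.

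Of the cell cycle genes the paper lists as regulated with and without trilostane, 1 rose and 1 fell with Fsh alone after adjustment, and *ccne1* and *mcm7* had -0.60 (unadjusted p = 0.00242, adjusted p = 0.0830) and -0.37 (unadjusted p = 0.0230, adjusted p = 0.232) in limma. *ccne1* was called with Fsh alone with array weights, without Ctrl replicate 4, without Fsh replicate 1 and, in a setting chosen after seeing the values that leaves 20 clones of File S1 uncalled, without both replicates 4. With trilostane *ccne1* was called with array weights, with only the groups compared, without Ctrl replicate 4 and without both replicates 4, and *mcm7* and *ing4* with array weights. For *ccng1* the unadjusted p with trilostane was 0.0737.

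The paper's File S1 labels 43 clones as raised by Fsh and sensitive to trilostane. Of these, 21 had a smaller response with trilostane at an unadjusted p of at most 0.05 from limma, and 34 were lower with Fsh+Tri than with Fsh, an alternative set before the data were examined. Of the 30 labelled insensitive these counts were 1 and 0. Of the genes the paper names as suppressed in cluster 1a, *nr2f2* and *canx* did not reach that threshold for the difference of the responses, with an unadjusted p of 0.0544 and 0.0525 from limma, and did for Fsh+Tri minus Fsh, with 0.0142 and 0.000596. Of 9 genes that the paper names as partly inhibited in cluster 1b, 4 had a smaller response and 9 were lower with Fsh+Tri than with Fsh at that threshold.

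The paper states that most genes insensitive to trilostane respond to Fsh in preference to Lh. Of 35 clones whose response was not called smaller with trilostane here, 19 carry an Lh response in the paper's labels. A missing call does not show an unchanged response, and *inha*, at -0.67, is among the 35. The count was 14 of 34 with the labels of stage I-II alone and 8 of 18 with File S1's own labels of sensitivity, both set before the data were examined and both in the paper's direction. The 35 include clones that File S1 labels as sensitive. The 18, all those not labelled sensitive, include *e2f4* and *slc30a1*, listed for Lh and labelled as raised by Fsh only in the presence of trilostane. The paper's statement that most sensitive genes respond to Lh went with 16 of 17 clones here.

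The sub-clusters of the text differ from the labels of File S1 for most of the genes named. *gapdhs*, in cluster 1a in the text, is labelled 2b, and of the other genes of cluster 1a only *smtn* is labelled 1a. Of the genes of cluster 1b in the text, *dmrt1*, *cldn11*, *vt1* and *mmp19* are labelled 1b and *etnk1*, *cth*, *plg*, *sptbn1* and *timp2* are labelled 1c.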

Other observations

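Of the tests in this part, the correlation between culture and Fsh was set before its result was seen, and which named clones and lists to describe was chosen after.

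Between day 0 and 4 days of control culture, *amh*, *inha*, *inhba*, *hsd3b1*, *nr2f2* and *dmrt1* fell, and *galns*, *ctl1*, *fdps*, *pgd*, *mdka* and *hgfa* rose. *amh*, a hormone of Sertoli cells, had a log2 fold change (Ctrl minus T0, 6 and 3 arrays) of -3.47 (standard error 0.25, adjusted p = 2.36e-12), *inha* of -1.66 (adjusted p = 0.000243) and *inhba* of -0.85 (adjusted p = 0.00644) in limma. The steroidogenic enzyme *hsd3b1* fell, with -1.96 (standard error 0.18, adjusted p = 7.80e-10), as did *nr2f2*, a marker of interstitial cells, with -1.58 (adjusted p = 2.92e-07), and *dmrt1*, with -1.41 (adjusted p = 7.40e-07). The lysosomal enzymes *galns* and *ctl1* rose, with 2.91 (standard error 0.22, adjusted p = 8.84e-12) and 2.69 (adjusted p = 6.12e-11), and so did *fdps*, with 2.26 (adjusted p = 8.11e-10), *pgd*, with 2.16 (adjusted p = 3.48e-08), *mdka*, with 2.18 (adjusted p = 2.43e-08), and *hgfa*, with 2.04 (adjusted p = 7.62e-08). The level of the reference gene *rps15* differed by -0.04 (adjusted p = 0.894). On the lists of markers, 3 of 3 clones of the TGF-beta and Igf system fell (3 when adjusted over the list alone), the 3 clones that could be tested, of 4 of fatty acid synthesis and NADPH supply, rose (3 over the list alone), and of 3 Sertoli cell markers *ctl1* and *cldn11* rose and *amh* fell. With the wider match the Sertoli list had 6 clones, of which 3 rose and 3 fell, *inha* and *dmrt1* among the latter. The study chose these clones for their response to Fsh on the cultured arrays, Ctrl included, so the lists are not independent evidence of a direction.

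Of 4594 clones tested, 1069 passed at an adjusted p under 0.05 from limma, 574 higher and 495 lower after culture, and 314 of them differed at least 2-fold. Among 89 named clones, 40 were higher and 17 lower. The calls of *amh*, *hsd3b1*, *nr2f2*, *dmrt1*, *galns*, *ctl1*, *fdps*, *pgd*, *mdka*, *hgfa* and *cldn11* held in every alternative run, while that of *gpam*, of the list of fatty acid synthesis, ended in 13 of 41 alternatives, 5 of them without 1 array (Ctrl replicate 2 or 6 or any of the T0 arrays), and those of *inha* and *inhba* ended on the arrays given as stage I-II alone and that of *inhba* also with only Ctrl and T0 in the fit. The stage labels differ, with 2 of 3 T0 arrays and none of the Ctrl arrays given as stage III, so that stage and culture are in part confounded.

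Trilostane alone raised 23 clones and lowered 3, of which 3 have names, *sl*, *pgd* and *slc26a4*. Fsh+Tri was above Fsh alone for 45 clones and below it for 21, of which 21 have names. Of 4 clones of fatty acid synthesis and NADPH supply, 2 rose with Fsh alone and 1 with Fsh in the presence of trilostane, and 3 and 4 when adjusted over the list alone. Of 3 clones of smooth muscle and peritubular genes, 2 (*smtn* and *dmd*) rose and 1 (*des*) fell with Fsh alone, and with trilostane 1, *des*, fell, with like counts when adjusted over the list alone. Of 3 clones of glycolysis, 2 rose with Fsh alone (3 when adjusted over the list alone) and with trilostane 0 passed in limma (2 over the list alone). The study chose these clones on these arrays, so the lists are not independent evidence of a direction.

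A hypothesis was that Fsh restores what culture changes, raising clones that fell between day 0 and Ctrl and lowering those that rose. It predicts a correlation below 0, over clones, between Ctrl minus T0 and Fsh+Tri minus Tri, which share no array. The correlation over 4738 clones, which are not independent replicates, was 0.12, and a share of 0.937 of all 924 splits of the Tri and Fsh+Tri arrays gave one as low or lower, between -0.21 and 0.21. The data did not bear the hypothesis out for the response to Fsh in the presence of trilostane. The response to Fsh alone, which shares the Ctrl arrays with the change in culture, was not tested.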
